# Transgenerational Effects of Water-Deficit and Heat Stress on Germination and Seedling Vigour—New Insights from Durum Wheat microRNAs

**DOI:** 10.3390/plants9020189

**Published:** 2020-02-04

**Authors:** Haipei Liu, Amanda J. Able, Jason A. Able

**Keywords:** abiotic stress, transgenerational effect, microRNA, seedling vigour, durum wheat, crop improvement

## Abstract

Water deficiency and heat stress can severely limit crop production and quality. Stress imposed on the parents during reproduction could have transgenerational effects on their progeny. Seeds with different origins can vary significantly in their germination and early growth. Here, we investigated how water-deficit and heat stress on parental durum wheat plants affected seedling establishment of the subsequent generation. One stress-tolerant and one stress-sensitive Australian durum genotype were used. Seeds were collected from parents with or without exposure to stress during reproduction. Generally, stress on the previous generation negatively affected seed germination and seedling vigour, but to a lesser extent in the tolerant variety. Small RNA sequencing utilising the new durum genome assembly revealed significant differences in microRNA (miRNA) expression in the two genotypes. A bioinformatics approach was used to identify multiple miRNA targets which have critical molecular functions in stress adaptation and plant development and could therefore contribute to the phenotypic differences observed. Our data provide the first confirmation of the transgenerational effects of reproductive-stage stress on germination and seedling establishment in durum wheat. New insights gained on the epigenetic level indicate that durum miRNAs could be key factors in optimising seed vigour for breeding superior germplasm and/or varieties.

## 1. Introduction

Global food demand is constantly increasing with the rise in our world population. However, even with a finite amount of arable land, agricultural production is still expected to provide more food and fibre, as well as to adapt to the environmental challenges (i.e., climate resilience). High quality seeds or grains are therefore essential for sustainable agriculture and food security. Cereal crop production starts with seed germination to establish vigorous healthy seedlings in the field. Successful germination and robust seedling growth are critical early stages of crop life to ensure reliable canopy establishment and production efficiency [1,2]. Seeds with high vigour are expected to germinate rapidly and uniformly, thus warranting field emergence with minimum delay after sowing [3]. Seedlings with high vigour are expected to be more resource-use-efficient and to have competitive advantages over unwanted weed species [1,2].

For cereal crops, successful germination and vigorous seedling emergence relies on high quality seeds. Durum wheat (*Triticum turgidum* L. ssp. *durum*) is a vital cereal crop that provides substantial economic output in the Mediterranean region [4] due to its unique use in multiple food products such as pasta and couscous. Durum is better adapted than common hexaploid wheat to semi-arid environments, but durum wheat production and quality suffer greatly from several abiotic stress constraints including water deficiency and heat [5,6]. Many studies have investigated the impact of water-deficit stress and heat stress on yield and quality, with emphasis on grain traits, such as protein content and carbohydrate composition, that are directly associated with end use (e.g., pasta-making) [7,8,9]. However, there is no evidence of research to date that has focused on investigating the transgenerational effects of stress on seed vigour and seedling establishment in durum wheat. Previous studies in other crops with agronomic significance have shown that the effects of environmental stresses can be transmitted to the offspring with significant impact [10,11,12,13]. A recent study in soybean reported that exposing parental plants to drought stress significantly reduces germination and seedling growth of the F1 generation grown under optimum conditions [11]. In rice, transient heat stress shortly after fertilisation can either promote or supress seed germination rate, depending on the timing of the stress [12]. In canola, drought stress on the mother plants actually increased the progeny seedling vigour, independent of the maternal yield performance [10]. Thus, establishing the transgenerational effects of abiotic stress in durum wheat is of relevance, particular for the broader wheat breeding programs that exist globally, where such information could be translated to enhance breeding strategies of the future.

Seeds originating from different parents not only inherit their full genetic components, but also their epigenetic marks [14]. Rapidly accumulating evidence shows that epigenetic modification can have transgenerational effects which have an impact on adaptive traits in plants [15,16]. Small RNAs (sRNAs) are a class of non-coding RNAs with essential regulatory roles in the epigenetic phenomena [17]. In plants, the major sRNA types include microRNAs (miRNAs) and small-interfering RNAs (siRNAs) [18]. Plant miRNAs can precisely reprogram the expression of their protein-coding target genes by inducing mRNA degradation or translational inhibition through post-transcriptional gene silencing [17,18]. In crops, miRNAs can rapidly respond to environmental stress and act as mobile signal molecules to help restore cellular homeostasis [19]. Numerous studies have shown that miRNAs are important for crop plants in growth, development and stress adaptation [20,21,22,23,24,25,26,27,28]. The involvement of miRNAs in stress memory has also been demonstrated as part of the within- or cross-generation phenotypic plasticity [16,29]. Next generation sequencing (NGS) or microarray technologies have been used to study the miRNA profile in durum wheat under various types of abiotic stress [20,21,22,30,31,32]. However, most efforts have focused on the same generation of stress occurrence. We lack the knowledge of the transgenerational impact of stress on the miRNA transcriptome (miRNAome) in progeny, and its possible implication associated with early seedling establishment. 

In this study, we therefore aimed to elucidate the transgenerational impact of water-deficit and heat stress on germination and seedling vigour of stress-tolerant and stress-sensitive durum genotypes. To understand the molecular mechanism underlying altered genotypic performance, sRNA sequencing was used to profile the miRNAome along with *in silico* characterisation of their functional target genes. To our knowledge, this is the first description of the transgenerational effects of abiotic stress in durum wheat integrated with genome-wide sRNA sequencing. Moreover, the current study is the first to employ the new durum genome assembly (Svevo.v1, available 2019 [33]) for epigenetic studies, providing a more accurate, in-depth analysis on the whole-genome scale. 

## 2. Results 

### 2.1. Evaluation of Germination and Seedling Establishment

Two Australian durum wheat genotypes were used in this study in controlled environment facilities. DBA Aurora is a leading Australian commercial variety that has shown high tolerance to pre-anthesis water-deficit stress and post-anthesis heat stress [8]. Line 6 (L6) is an advanced University of Adelaide breeding line (UAD1301020-8) that is sensitive to the combination of water-deficit and heat stress [8]. The seeds used in this study were collected from the parents that were in the control group and the water-deficit and heat stress group of both genotypes [8]. In total, there were four different seed groups: AuCG (seeds from DBA Aurora control group), AuWH (seeds from DBA Aurora water-deficit and heat stress group), L6CG (seeds from L6 control group), and L6WH (seeds from L6 water-deficit and heat stress group). 

For seed germination measurements (Table 1), genotype had a significant impact (*p* < 0.05) on the germination potential (Gp), germination rate (Gr), and germination index (Gi) without interaction with the parent treatment factor. Overall, DBA Aurora had better germination performance than L6. In particular, AuCG and AuWH almost had double the germination potential of L6CG and L6WH. Parent treatment only had a significant impact (*p* < 0.05) on Gp and Gi without interaction with the genotype. Overall, water-deficit and heat stress treatment on the parents negatively affected the germination performance of the next generation. Coleoptile length was not significantly affected by any of the factors. Interestingly, a significant interaction (*p* = 0.005) was detected between genotype and parent treatment for young root length. For DBA Aurora, the parent stress treatment did not significantly affect the young root of the progenies. However, for L6, stress on the parents significantly reduced the length of the young roots. 

For the seedling vigour index I (SVI-I) and seedling vigour index II (SVI-II) (Table 2), both genotype and parent treatment had a significant impact (*p* < 0.05) without interaction with each other. Overall DBA Aurora outperformed L6. Water-deficit and heat stress (WH) treatment of the parents negatively impacted both genotypes, but to a greater extent in L6. For other seedling measurements (Table 2), genotype had a significant impact (*p* < 0.05) on shoot fresh weight, shoot dry weight, and seedling height, with no interaction with the parent treatment factor. Overall, DBA Aurora again displayed a better performance for these traits when compared to L6. Parent treatment also had a significant impact (*p* < 0.05) on shoot fresh weight and seedling height without interaction with the genotype factor. The WH treatment of the parents significantly reduced the shoot fresh weight and seedling height of the next generation (*p* < 0.05). Interestingly, a significant interaction (*p* < 0.05) was detected between genotype and parent treatment for all root traits (root fresh weight, root dry weight and root length). For DBA Aurora, the WH treatment of the parents had no impact on the root fresh weight and dry weight of the next generation seedlings. For L6, the WH treatment of the parents significantly reduced the root fresh weight and dry weight. The WH treatment of the parents promoted the root length in both genotypes, but to a greater extent in DBA Aurora.

### 2.2. The microRNAome in the Progenies

Four sRNA libraries (TCG, TWH, SCG and SWH) were constructed and sequenced from the four seedling groups (AuCG, AuWH, L6CG and L6WH), respectively. 

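TCG and TWH were made from seedlings of DBA Aurora, the stress-tolerant genotype, and SCG and SWH from seedlings of L6, the stress-sensitive genotype. The parents of the TCG and SCG seedlings were control plants (CG), and those of the TWH and SWH seedlings had grown under water-deficit and heat stress (WH). Each library held the pooled RNA of shoots from 8 seedlings at 12 days. There is 1 library per seed group, so no spread between replicates can be measured, and every p-value below that comes from the reads of a pair of libraries compares those libraries, not the seed groups. Table 3 gives 20042833, 20900186, 24262343 and 18786468 raw reads for TCG, TWH, SCG and SWH, of which 12631656, 13795248, 14830872 and 10781672 were clean reads. The miRNA sequences analysed here took 994074, 1096670, 1293324 and 855716 reads, which is 7.87%, 7.95%, 8.72% and 7.94% of the clean reads. The authors trimmed and filtered the reads, matched them to miRBase and to the durum genome Svevo.v1 with the ACGT101-miR program, and deposited a raw read number and a normalised count per library for each MIR-miRNA entry. The normalised count equals the raw number times 1 factor per library, which was 1.04, 0.946, 0.833 and 1.20. Counts under 5 reads are almost missing from the deposited values. Of 1762, 1818, 1868 and 1640 sequences detected in the 4 libraries, 4, 7, 1 and 8 had fewer than 5 reads, while 117, 123, 128 and 144 had exactly 5. A count of 0 therefore means fewer than about 5 reads, and a fold change against a 0 is given below as a lower bound against 5 reads in that library. For the comparison of library pairs, each miRNA was set against the sum of all other miRNA names with a chi-squared 2 × 2 test and a two-sided Fisher's exact test on the normalised counts, and a DEM counted here as up- or down-regulated had p under 0.05 in both tests and a |log2 (fold change)| above 1, the fold marked in Table S6. Effects common to both genotypes or to both seed sources were tested with edgeR's quasi-likelihood test on the rounded raw reads of all 4 libraries, which leaves 1 residual degree of freedom. Intervals of log2 fold changes are 95% intervals that cover counting error only.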

A total of 83,991,830 raw reads were obtained (Table 3). Approximately 52.04 million clean sRNA reads within the 18–25 nt range remained after data processing. Among these, 26.16 million non-redundant unique sRNA reads were obtained. The size distribution of sRNA reads exhibited a two-peak pattern (a weak peak at 21 nt and a strong peak at 24 nt) (Figure 1), a classic profile expected for cleaved products of plant Dicer-like enzymes [20,22,34]. 

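The most abundant miRNA was osa-miR396e-5p, a member of the miR396 family that targets growth-regulating factor genes, with 129681, 116565, 144920 and 134776 normalised counts in TCG, TWH, SCG and SWH. It was followed by tae-miR7757-5p_1ss2TC with 98954, 124237, 124711 and 113156 and by tae-miR9674b-5p with 76633, 90855, 96955 and 88281. The 5 most abundant sequences of each library held 36.0%, 37.7%, 40.9% and 40.0% of its miRNA reads. In TWH, SCG and SWH these were the sequences above with bdi-miR394 and tae-miR9773_R+1. In TCG, ata-miR396c-5p (3.25% of the miRNA reads) stood in place of tae-miR9773_R+1 (2.57%). The entries analysed here number 2174, with 2149 names and 2111 different mature sequences. Of these sequences, 765 were 21 nt long and held 63.3%, 61.8%, 62.1% and 61.6% of the miRNA reads, while 697 were 24 nt long and held 4.07%, 4.08%, 3.76% and 3.94%. A total of 25 sequences carried several names, 63 in all, so names that share a sequence also share its reads.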

A total of 2202 MIR-miRNA entries (different combinations of MIR loci origin and mature miRNA products) were identified (Table S1). 

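The G5 miRNAs, which match no miRBase precursor, included PC-5p-726_2034, with 194, 341, 793 and 641 normalised counts in TCG, TWH, SCG and SWH. The 483 names of G5 came from 435 pre-miRNAs and held 3.34%, 3.25%, 3.34% and 3.41% of the miRNA reads. Of the G5 sequences, 47.0% were 24 nt and 44.3% were 21 nt long. G1 sequences were 21 nt long in 58.6% of cases and held 63.5%, 64.9%, 63.2% and 62.7% of the reads with 270 names.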

All MIR-miRNA entries were categorised into five groups (G1–G5), with G1–G4 representing conserved miRNAs and G5 representing novel miRNAs (Table 4). 

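G3 held 879 names from 827 pre-miRNAs, of which 685, 729, 755 and 634 were found in TCG, TWH, SCG and SWH. A G3 example is mtr-miR398a-5p_1ss7AC, from the miR398 family that targets copper/zinc superoxide dismutase genes. G2 held 469 names from 432 pre-miRNAs. By reads the order was different, as G3 took 12.6%, 12.8%, 13.1% and 13.8% of the miRNA reads and G2 took 20.2%, 18.7%, 20.0% and 19.8%. No error can be given for these numbers, because each seed group has 1 library.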

The sequence reads that mapped to the durum genome and ESTs (expressed sequence tags) but their extended genome sequences could not form secondary hairpins (G3) had the highest number of unique miRNAs. 

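G4 held 48 names from 47 pre-miRNAs, with 33, 32, 42 and 33 names found in TCG, TWH, SCG and SWH. Its members took 0.317%, 0.362%, 0.300% and 0.324% of the miRNA reads. The G4 sequence sly-miR169a_R+4, from the miR169 family that targets NF-YA transcription factor genes, had 131, 259, 65.8 and 80.3 normalised counts.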

The group that had neither aligned reference pre-miRNAs nor sequencing reads that could be further mapped to the genome (G4) had the lowest number of unique miRNAs (Table 4). In Table S1, MIR-miRNA entries with the same pre-miRNA index number within each group share the same pre-miRNA sequence. As one pre-miRNA can potentially produce multiple unique mature miRNAs, each unique miRNA is labelled with its own miRNA index number within each group. The pre-miRNA and miRNA index numbers in Table S1 can be linked to Table 4. For Group 2 to Group 4, the total number of pre-miRNAs and the total number of unique mature miRNAs correspond to the highest pre-miRNA index number and the highest miRNA index number within each group in Table S1 (e.g., the last MIR-miRNA entry for Group 2 in Table S1 is indexed as 446–483). However, the highest miRNA index number in Group 1 (Table S1) is different to the total number of unique miRNAs in Group 1 (Table 4) as the same mature miRNA (unique miRNA) can be produced from different pre-miRNAs with different index numbers.

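Of the entries that the authors marked as high, the lowest had a highest normalised count of 543 among the 4 libraries, and the most abundant was osa-miR396e-5p. These 200 entries, 190 from G1 to G4 and 10 from G5, held 94.1% of the miRNA reads summed over the 4 libraries. G5 entries of this level include PC-5p-1206_1154, which was recorded in both L6 libraries and in neither DBA Aurora library. The same entries were obtained when the highest of the 4 normalised counts was set against 529, the average over unique names, a rule chosen after seeing the data. Against 560.0, the average over all entries, 190 entries lay above it by the highest count and 171 by the mean of the 4 libraries.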

Among all entries (Table S1), 200 miRNAs were highly expressed (normalised reads number of the reported miRNA is higher than the average of the dataset), including 190 conserved miRNAs and 10 novel miRNAs. A total of 1435 miRNAs showed a medium expression level (normalised reads number of the reported miRNA is higher than 10 but less than the average of the dataset), including 1002 conserved miRNAs and 433 novel miRNAs. 

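Here 1417 entries, 986 of conserved miRNAs and 431 of G5, had this level, and they held 5.74% of the miRNA reads. Their highest normalised count among the 4 libraries ran from 10.4 to 527. At the upper end is far-MIR169-p5_2ss18CT24AG of the miR169 family with its highest count in SCG, and within the range lie gma-miR156a_L+1R+2, with its highest count in TCG, and PC-3p-12688_136 of G5, with its highest count in SWH. With the mean of the 4 libraries as the measure, 1135 entries fell in this range.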

A total of 567 miRNA entries were lowly expressed (normalised reads number of the reported miRNA is less than 10), including 525 conserved miRNAs 42 novel miRNAs. 

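The entries at this level that were analysed here number 557, of which 515 were conserved and 42 belonged to G5. They held 0.195% of the miRNA reads, and none had a normalised count above 9.99 in any library. The normalised value of 5 reads was 5.18, 4.73, 4.16 and 5.99 in TCG, TWH, SCG and SWH, so these miRNAs lie close to the lowest number that is regularly recorded. By the mean of the 4 libraries, 868 entries would have this level.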

In total, these 2202 MIR-miRNA entries represent 2177 unique mature miRNA products among four libraries, as shown in the Venn diagram (Figure 2). Collectively, the conserved miRNAs identified in this study represent 70 MIR families (Table S2). 

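Among the 2149 names analysed here, 1364 (63.5%) were found in all 4 libraries, among them osa-miR168a-3p_L-3, ata-miR169a-3p and tae-miR9774_L+2. The numbers found in a single library were 28 for TCG, 25 for TWH, 44 for SCG and 17 for SWH. Both DBA Aurora libraries and no other shared 91 names, and both L6 libraries and no other shared 77. The corresponding numbers were 56 for the CG libraries and 30 for the WH libraries. With a normalised count of at least 10 as the detection limit, 1031 names were found in all 4 libraries. TCG, TWH, SCG and SWH held 1795, 1852, 1905 and 1675 names, and SWH had the lowest number of reads.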

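Table S2 as read here lists 69 families, which carry 64 family numbers, and sequences of 58, 59, 62 and 60 of these numbers were detected in TCG, TWH, SCG and SWH. They held 78.0%, 78.2%, 76.3% and 76.1% of the normalised counts. MIR396, whose members target growth-regulating factor genes, had 33 sequences with a summed count of 179113, 157545, 180300 and 166949. MIR167, which targets auxin response factor genes, had 22 sequences with a sum of 40716, 37875, 30242 and 30614. MIR169 had 55 sequences with a sum of 35443, 33093, 42173 and 36008, and MIR398 had 8 sequences with a sum of 3692, 2357, 1486 and 779.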

The conservation profiles of all miRNAs across the reference plant species (Table S3) in miRBase are also shown (Figure 3).

### 2.3. Differentially Expressed miRNAs (DEMs)

Differentially expressed miRNAs (DEMs) were identified based on their normalised reads number. 

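The chi-squared test over the 4 libraries gave p under 0.05 for 1347 of 2149 names (62.7%), and for 1354 of the 2111 different sequences. With Benjamini-Hochberg adjustment of the chi-squared p-values, 1232 names passed. Of the 1346 miRNAs of Table S4 that were analysed here, all were among those called. Across the 1258 sequences with a mean normalised count of at least 10, the L6 libraries SCG and SWH were the closest pair, with a median absolute log2 difference of 0.28, and TCG and SWH were the farthest apart with 0.53. TCG and TWH differed by 0.34, TWH and SWH by 0.40 and TCG and SCG by 0.51. The test separates libraries by their reads, and with abundant miRNAs it calls small differences, such as bdi-miR394 with 32111, 32601, 34116 and 37361 normalised counts in TCG, TWH, SCG and SWH.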

A total of 1368 miRNAs (Table S4) showed differential expression across four libraries (TCG vs TWH vs SCG vs SWH). A heatmap was compiled to show DEMs across four libraries using their log10 (normalised count) value (Figure S1). Some miRNAs exhibited a genotype-specific pattern (Table S5). 

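The most abundant sequence recorded in L6 alone was PC-5p-1206_1154, with 0, 0, 2228 and 2473 normalised counts in TCG, TWH, SCG and SWH, at least 430.5-fold higher in each L6 library than 5 reads in either DBA Aurora library. It was followed by ata-miR169b-3p_R-1, with 300 in SCG and 252 in SWH (at least 48.6-fold), and tae-miR6201, with 276 and 286 (at least 53.2-fold). In DBA Aurora alone, the most abundant were osa-miR167a-5p_R+1 with 25.9 in TCG and 30.3 in TWH, PC-3p-52150_42 with 25.9 and 22.7, and ptc-miR6478_R-1_1ss5CT with 22.8 and 23.7. Of the names analysed here, 144 were recorded in DBA Aurora alone and 138 in L6 alone. The median of their highest count was 8.40 and 8.33, and 38 and 36 of them reached a normalised count of 10. Reads shared out by depth alone gave 1.58 and 1.67 such names. When reads were redrawn without any difference between libraries, with counts of 0 taken as 2 reads and drawn counts under 5 set to 0, a simulation chosen after seeing the data, 102 (95% range 84 to 119) names were found in DBA Aurora alone and 120 (101 to 138) in L6 alone.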

A total of 144 miRNA were found to be exclusively expressed in DBA Aurora (TCG and/or TWH), while 139 miRNAs were only expressed in L6 (SCG and/or SWH). A number of miRNAs also showed specificity to parent treatment (Table S5). A total of 129 miRNAs were only detected in the CG libraries (TCG and/or SCG) while 72 miRNAs were only found in the WH libraries (TWH and/or SWH).

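The miRNA of the WH libraries with the highest count was ata-miR9863a-3p_1ss6AC, with 25.6 normalised counts in TWH and 16.8 in SWH and none recorded in the CG libraries, at least 3.24-fold higher than 5 reads there. Its unmodified form, ata-miR9863a-3p, had 18440, 18260, 16453 and 16885 in TCG, TWH, SCG and SWH. In the CG libraries alone, tae-MIR1128-p3_1ss11CT had 15.5 in TCG and 9.99 in SCG. In all, 128 names were recorded in CG libraries alone and 72 in WH libraries alone, with a median highest count of 7.25 and 7.38. The same redrawing of reads with the minimum of 5 gave 158 (95% range 137 to 177) for CG and 74.7 (60.0 to 90) for WH, with counts of 0 again taken as 2 reads, and reads shared out by depth alone gave 2.52 and 1.01. Of these names, 26 and 18 reached a normalised count of 10.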

When comparisons were made between two libraries within the genotype or within the treatment source (TWH vs TCG, SWH vs SCG, SCG vs TCG, SWH vs TWH), DEMs were identified using Chi-squared 2 × 2 test and Fisher’s test (see Materials and Methods). The number of up- and down-regulated DEMs identified in each comparison using different *p* values as thresholds are shown in Figure 4. Interestingly, a genotypic pattern can be observed here for the number of DEMs. For the stress-tolerant genotype DBA Aurora (TWH vs TCG), the number of miRNAs that were up-regulated was higher than the ones that were down-regulated, irrespective of the *p* value used. However, for the stress-sensitive genotype L6 (SWH vs SCG), an opposite trend was observed, where there were more miRNAs that were down-regulated than up-regulated. 

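In DBA Aurora, the list of miRNAs linked to phosphate, sulphate and nitrogen nutrition (miR169, miR395, miR399 and miR827) held more sequences that were higher than lower in the WH library, mostly of miR169. Of its 55 MIR169 sequences 16 rose and 5 fell, while none of its 8 MIR395 sequences passed both tests. Of all 85 sequences, 23 rose, 6 fell and 56 did not pass both tests, and the median log2 fold change of 0.16 lay at percentile 99.8 of 10000 random lists matched on mean count. The sign of this list turns to -0.01 when the counts of its members are summed. Members of a family can share precursors and counts, unlike the unrelated sequences of the random lists, so the percentiles here and below are descriptions and not chance levels. Both sequences of the small RNA pathway list, which belong to miR168, rose, osa-miR168a-5p by a log2 fold change of 0.04 and osa-miR168a-3p_L-3 by far more, so the median of 1.04 (percentile 99.6) rests on the latter. Within MIR398, 5 of 8 sequences fell and none rose, with a median of -0.59 (percentile 0.17). The auxin list (miR160, miR167, miR390, miR393) had 5 higher, 10 lower and 41 that did not pass, with a median of -0.05 (percentile 21.8), and the list for phase change and organ development had 25 higher, 36 lower and 89 that did not pass, with a median of -0.01 (percentile 37.2). Of 872 sequences of Triticeae families, 170 rose, 120 fell and 582 did not pass, with a median of -0.01 (percentile 0.785, and 0.10 when counts are summed), and of 70 of monocot or cereal families 20 rose, 9 fell and 41 did not pass, with a median of 0.00 (percentile 48.9). The lists also hold p5- or p3-derived variants, which carry MIR names in place of mature miR names. Mature names were carried by 129 of the 872 Triticeae sequences and 24 of the 70 of monocot or cereal families. In the nutrition list they were 52 of 85, and in MIR169 25 of 55. Among DEMs, 267 were up-regulated and 176 down-regulated (60.3% up), 146 and 111 at p under 0.01, and 286 and 226 at p under 0.1. In 324 of these DEMs (73.1%) the count was 0 in 1 of the 2 libraries, and among DEMs recorded in both libraries 55 were up-regulated and 64 down-regulated. The majority also turned to down-regulation among DEMs with a normalised count of at least 10 (87 up, 105 down). It did so too when different sequences were tested in place of names, which also changes the library totals of the tests (213 up, 222 down). After rounding, all 48 names with 0 counts in TCG and 5 in TWH were called up-regulated (Fisher's exact p = 0.0305). None of the 45 with 5 in TCG and 0 in TWH was called down-regulated (Fisher's exact p = 0.0625), as the library totals differ (1140630 in TCG, 1129872 in TWH). For different sequences these totals lie in the opposite order (1028965 in TCG, 1037966 in TWH).

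**Figure D1:**
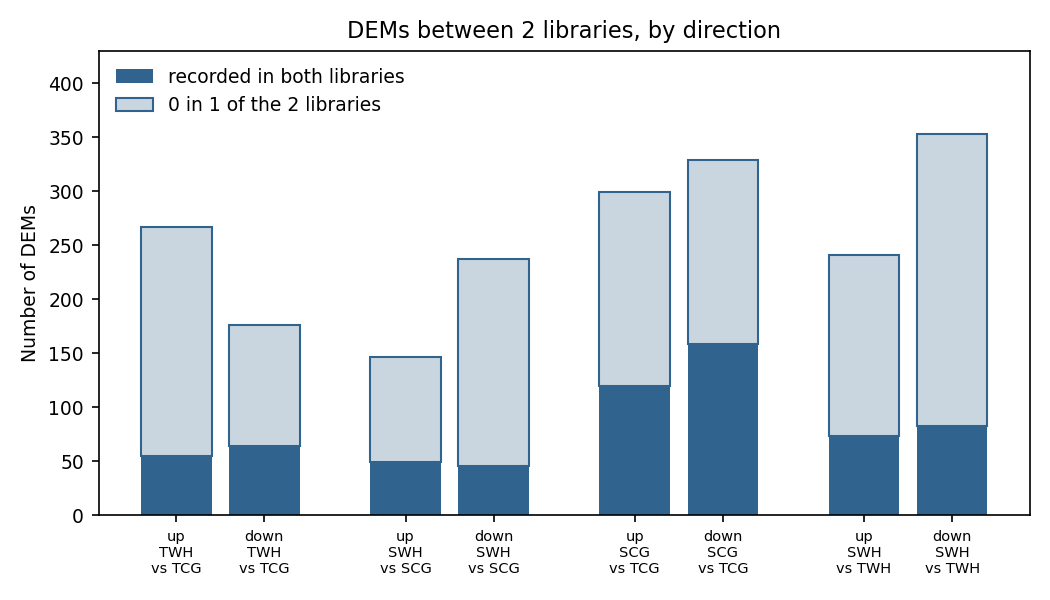
Number of up- and down-regulated DEMs in each comparison of 2 libraries, with the dark part of each bar for miRNAs recorded in both libraries and the light part for miRNAs with a count of 0 in 1 of them. In TWH vs TCG the dark parts are 55 up and 64 down, and in SWH vs SCG they are 49 up and 46 down.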

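In L6, the nutrition list had 3 sequences higher, 34 lower and 48 that did not pass in the WH library, and a median log2 fold change of -0.30 (percentile 0.03 of matched random lists). Of the lower ones 29 were of MIR169, and the 17 sequences of MIR399 had a median of -0.05 (percentile 46.4). Of the copper-linked miRNAs (miR397, miR398, miR408, miR528, miR857), which target laccase, superoxide dismutase and plantacyanin genes, 8 of 16 fell and none rose, with a median of -0.62 (percentile 0.00). The same list in DBA Aurora had 2 higher, 5 lower and 9 that did not pass, with a median of -0.10 (percentile 22.1). In each genotype 5 of the lower ones were of MIR398, and the 2 higher ones in DBA Aurora were of MIR528. All 4 sequences of MIR5200, a family that targets florigen genes in Brachypodium, rose, with a median of 0.90 (percentile 100). Of these 4 sequences, 2 carried mature names. The auxin list had 9 higher, 5 lower and 42 that did not pass (median -0.01, percentile 68.0), and the phase change list 28 higher, 22 lower and 100 that did not pass (median 0.00, percentile 93.9). Triticeae families had 87 higher, 153 lower and 632 that did not pass (median -0.02, percentile 59.9), and monocot or cereal families 15 higher, 15 lower and 40 that did not pass (median -0.22, percentile 0.795, and 0.32 when counts are summed). In the small RNA pathway list 1 of the sequences rose, with a median of 0.19 (percentile 88.0). Among DEMs, 147 were up-regulated and 237 down-regulated (38.3% up), with 85 up-regulated among 189 at p under 0.01, and 159 and 302 at p under 0.1. A count of 0 in 1 library accounts for 289 of them (75.3%), and after Benjamini-Hochberg adjustment of both test p-values 84 were up-regulated and 75 down-regulated. The difference between the genotypes in these lists was not tested, as the design leaves no residual degree of freedom for it.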

When the same parent treatment source was compared between two genotypes (SCG vs TCG, SWH vs TWH), there are more down-regulated miRNAs than up-regulated miRNAs (except for SCG vs TCG at *p* < 0.1). 

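Between the genotypes, more sequences of the miR169 family were higher than lower in L6, and more of the miR167 and miR398 families were lower than higher. In SCG vs TCG, 34 of 55 MIR169 sequences were higher and 7 lower, with a median log2 fold change of 1.22 (percentile 100 of matched random lists, and 0.25 when their counts are summed), and in SWH vs TWH 20 were higher and 11 lower, with a median of 0.32 (percentile 100, 0.12 when summed and 0.06 for mature names alone). Of the MIR167 sequences, 12 were lower and 6 higher in SCG vs TCG (median -0.74, percentile 0.00, -0.43 when summed, interval -1.21 to 0.28 over resampled members) and 11 lower and 5 higher in SWH vs TWH (median -0.54, percentile 0.08, -0.31 when summed). Of the MIR398 sequences, 5 were lower and 1 higher in SCG vs TCG (median -1.51) and 6 lower and none higher in SWH vs TWH (median -1.94), both at percentile 0.00. These families were singled out after their values were seen, from lists fixed in advance. DEMs were 299 up and 329 down in SCG vs TCG, and 241 up and 353 down in SWH vs TWH. In SCG vs TCG, all 44 names with 5 counts in TCG and 0 in SCG were called down-regulated. None of the 48 names with 0 in TCG and 5 in SCG was called up-regulated. At p under 0.01 the numbers were 195 and 199, and 161 and 177, and at p under 0.1 they were 359 and 338, and 255 and 438. Of the up-regulated DEMs, 79 were shared by both comparisons where independent lists would share 33.5, and of the down-regulated DEMs 117 were shared where 54.0 would be. With both seed sources in 1 model, edgeR's quasi-likelihood test gave a Benjamini-Hochberg adjusted p of 0.0468 for ata-MIR396d-p3, higher in both L6 libraries, and called no other of 1258 sequences, while 174 had an unadjusted p under 0.05. Other tools called more, with 7 higher and 3 lower in limma and 19 higher and 23 lower in DESeq2. The up-regulated share in SCG vs TCG passes 50% when counts are scaled by clean reads (55.3%) or with TMM factors over different sequences (53.4%).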

The expression levels of all DEMs are shown in Table S6. Highly expressed DEMs with a |log2 (fold change)| > 1 in each comparison (*p* < 0.05) are listed in Table 5.

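Of the DEMs of TWH vs TCG, osa-miR168a-3p_L-3 had 3571 normalised counts in TCG and 14660 in TWH, a log2 fold change of 2.04 (interval 1.98 to 2.09). It comes from the hairpin of miR168, whose other arm targets ARGONAUTE1, on chromosome 6B from 99797645 to 99797755 of Svevo.v1, outside annotated genes. In L6 it was higher in the WH library by a log2 fold change of 0.42 (8570 in SCG, 11431 in SWH). The other was ata-miR169a-3p, with 533 in TCG and 1154 in TWH (log2 1.11, interval 0.97 to 1.27), from chromosome 5B between 683842606 and 683842724. In L6 it fell by 0.31 on the log2 scale, from 1494 to 1206. In SWH vs SCG, tae-miR9661-5p_1ss14GA had 3513 in SCG and 1689 in SWH (log2 -1.06, interval -1.14 to -0.97), while its counts in TCG and TWH were 312 and 288 and did not pass the tests (log2 -0.11, chi-squared p = 0.391). It was higher in L6 by 3.49 in SCG vs TCG and by 2.55 in SWH vs TWH on the log2 scale. The sequence tae-miR9774_L+2 rose from 1589 in SCG to 3841 in SWH (log2 1.27, interval 1.19 to 1.36) and from 1096 to 1296 in DBA Aurora (log2 0.24). Between the genotypes, ata-MIR396d-p3 had 29.0 and 22.7 in TCG and TWH and 735 and 710 in SCG and SWH, log2 fold changes of 4.66 and 4.97. The miR398 member mtr-miR398a-5p_1ss7AC had 2354, 1516, 917 and 471 in TCG, TWH, SCG and SWH, so it was lower in both WH libraries and in both L6 libraries. The auxin-related ata-miR167b-5p had 20089 and 16604 in TCG and TWH against 8687 and 9081 in SCG and SWH. Among sequences with a normalised count of at least 100, 2 up-regulated and 9 down-regulated ones passed the tests and the fold criterion in TWH vs TCG, 4 and 4 in SWH vs SCG, 28 and 31 in SCG vs TCG, and 15 and 12 in SWH vs TWH. Of the lower ones, 6 sequences of gma-MIR6300-p5 share all their counts, and with sequences of equal counts taken once 4 were lower in TWH vs TCG and 26 in SCG vs TCG. Chromosome names were assigned from the order of the sequences of the assembly and checked by the last gene position only.

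**Figure D2:**
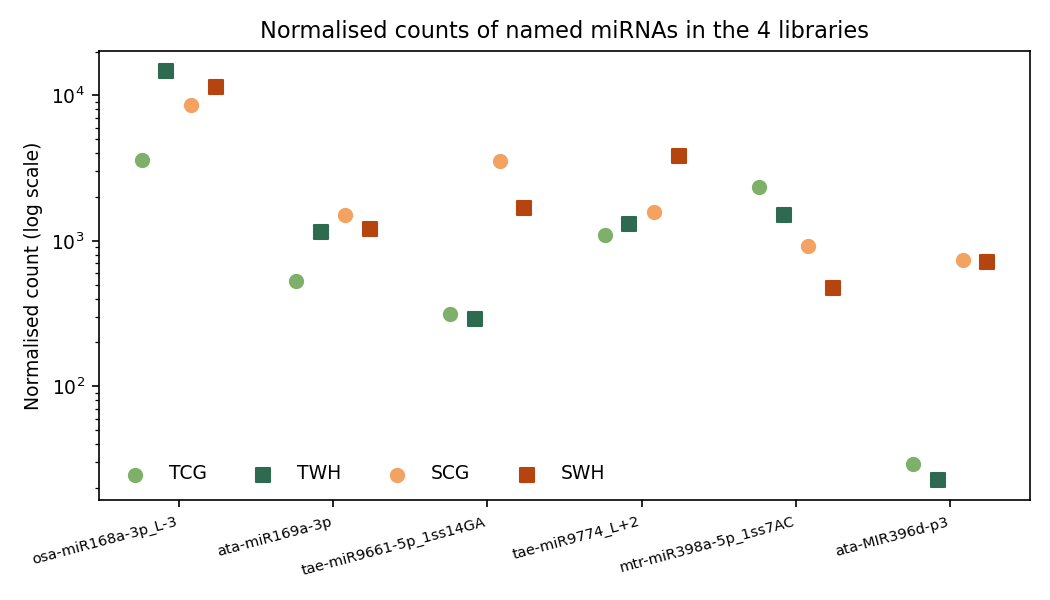
Normalised counts on a log scale of 6 miRNAs of Table 5 in TCG, TWH, SCG and SWH, with circles for CG and squares for WH libraries, 1 library per point. For ata-MIR396d-p3 both DBA Aurora points lie at 29.0 or below and both L6 points at 710 or above.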

### 2.4. Target Prediction and Enrichment Analysis 

The target genes were predicted for highly expressed DEMs using *in silico* analysis with the recently constructed durum wheat genome (see Materials and Methods). A total of 311,964 transcripts (target genes) were identified as potential targets for 189 DEMs (Table S7). Gene ontology (GO) analysis was conducted to classify the biochemical functions of the predicted target genes. GO annotation grouped all targets in the following three GO categories (i) Biological Process (BP), (ii) Molecular Function (MF), and (iii) Cellular Component (CC). GO enrichment analysis of the predicted targets was performed (Table S8). The most represented GO terms are shown in Figure 5. Notably, a few biological processes with importance are highly represented, including the regulation of transcription, DNA-templating (GO:0006355), protein phosphorylation (GO:0006468), the oxidation-reduction process (GO:0055114), transmembrane transport (GO:0055085) and signal transduction (GO:0007165). Highly represented cellular components include the plasma membrane (GO:0005886), cytoplasm (GO:0005737), integral components of the membrane (GO:0016021), cytosol (GO:0005829) and chloroplast (GO:0009507). In the molecular function category, binding activities are highly represented, including protein binding (GO:0005515), ATP binding (GO:0005524), DNA binding (GO:0003677) and metal ion binding (GO:0046872).

KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis was performed as previously described [35] to identify the biochemical pathways with which durum target genes were associated (Table S9). The top-ranked enriched pathways are shown in Figure 6. In particular, a total of 2406 targets were matched to protein processing in endoplasmic reticulum (ko04141), 2248 targets were matched to starch and sucrose metabolism (ko00500), 2171 targets were matched to the MAPK signalling pathway (ko04010), 1191 target were matched to the spliceosome (ko03040), and 1720 targets were matched to ABC transporters (Table S9).

## 3. Discussion

Cereal crops are often challenged by multiple biotic and abiotic factors during their life cycle, affecting both production volume and quality [8,36,37,38,39]. The detrimental effects on the crop plants are often exacerbated when several stress factors are combined, simultaneously or sequentially [8,40]. Increasing evidence has shown that the effects of environmental stress on the parental plants can be carried over to the subsequent generation(s). In the attempt to achieve sustainable crop production, it is essential that we understand the impact of abiotic stress within and across generations, as well as the fundamental networks that underpin crop performance. The influence of the maternal environment on the offspring early growth has rarely been explored in durum wheat before the current study.

For the two genotypes used in this study (DBA Aurora and L6), the parental exposure of water-deficit and heat stress during the reproductive stage significantly reduced the germination potential and germination index. These traits reflect the time-course and the cumulative status of seed germination. Similarly, in soybean, water shortage during the reproductive stage had a pronounced transgenerational effect on seed germination performance [11]. The cumulative percentage of germination negatively correlated with the severity of the drought stress that was imposed on the parents. Germination rate was also significantly reduced in the F1 generation, with reduced seed number and individual seed weight in both soybean cultivars. However, in our study, the germination rate was not affected by the parental stress treatment factor. Moreover, the genotype had a significant impact on all germination traits measured (except for the coleoptile length), with superior performance observed for DBA Aurora. In our previous study, the effect of stress on the parental plants, including physiological responses, yield component and particularly grain traits, was well documented [8]. DBA Aurora produced bigger grains that were full-looking under water-deficit stress and heat stress. The 1000-grain weight of DBA Aurora water-deficit plus heat stress group was significantly higher than that of the control group. On the other hand, L6 had significantly smaller seeds with reduced weight under the effect of such stress (that is, significantly lower 1000-grain weight compared with its control group). For cereal species, high temperature and water shortage during reproduction often leads to an accelerated grain growth rate and a shortened grain development period [40]. As a result, smaller grains with poor grain filling are often produced. However, elite stress-tolerant varieties like DBA Aurora could mitigate the adverse impact of stress and still manage to produce bigger grains, which could (at least in part) contribute to its superior germination performance over L6. It is also worth noting that there is no significant difference between the 1000-grain weight of L6WH seeds and AuWH seeds, suggesting that other factors could contribute to the transgenerational effect of stress rather than grain size.

Similar to germination traits, early durum seedling growth of the offspring was also significantly affected by the parental stress exposure. Genotype seems to play a significant role here. Although seedling vigour was significantly reduced under the transgenerational effect of stress in both genotypes, a greater impact was always observed in L6. In particular, a significant interaction was found between genotype and parent treatment for all root traits measured in the young seedlings. Only L6 has shown reduced root weight due to parental stress exposure. Such genotypic differences in the transgenerational effects of stress have also been noted before [41]. The findings suggest that breeders and growers should take care in selecting varieties under different parental environments for crossing or seed production (this is often overlooked, with a ‘mother stock’ source used for such purposes). Furthermore, the stress exposure of the parents increased the young seedling root length for both genotypes (with a higher increase in DBA Aurora), suggesting that root elongation could be promoted through transgenerational stress exposure irrespective of genotypes. Establishing a longer, deeper root system at earlier developmental stages might be an adaptive mechanism to prepare the offspring to improve water and nutrient uptake in any possible future stress occurrence [11]. Previous research has suggested that the impact of parental stress on early seedling growth is often associated with seed storage reserves such as carbohydrates and proteins. However, in our case, both the DBA Aurora and the L6 parents produced grains with increased grain protein content and reduced starch content under the same stress without any significant genotypic difference [8]. In the miRNA-target analysis, starch and sucrose metabolism came second for the most-enriched KEGG pathways (Table S9). The 1639 targets enriched for this pathway included many enzymes, such as sucrose synthase, starch synthase, beta-glucosidase, sucrose phosphatase, and isoamylase (Table S8). Altered enzyme activities regulated by differentially expressed miRNAs can affect how storage reserves were utilised during germination and early growth. The results suggest that, apart from seed quality traits being affected by stressful paternal environments, epigenetic mechanisms such as miRNA-target modules could be in play during the transmission across generations [11]. 

As a central class of epigenetic regulators, miRNAs take part in a wide range of cellular biological processes [17,18,42]. Hence, the identification and annotation of the miRNAome enables the epigenetic networks underlying the transgenerational effect of stress to be illustrated. The combination of NGS and bioinformatics analysis using genome reference has been the most effective approach to characterise the miRNA population on a genome-wide scale [17]. Such technologies have led to the complete discovery of small RNAs in many plant species on an unprecedented scale. However, despite a few reports in durum wheat (including our previous studies) [20,22,30,34], the discovery of novel miRNAs and a fully comprehensive miRNAome description in this important cereal has not been previously achieved due to incomplete genome information. Only recently, the ground-breaking genome assembly of the modern durum cultivar Svevo was made available [33]. The complete *Triticum turgidum* genome presented us with a timely opportunity to harness additional information from sRNA sequencing datasets. For the first time, to our knowledge, a systematic and complete archive of durum miRNAs has now been provided. 

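The conserved entries analysed here number 1691 and those of G5 number 483. The conserved entries include osa-miR396e-5p and tae-miR9674b-5p, which are among the most abundant sequences. The names contain 167 different family numbers. Genome positions were given for 2124 combinations of a name and a position, of which 340 (16.0%) overlap an annotated gene of Svevo.v1. Names from the same precursor share a position, so these combinations are not all different loci.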

In total, we successfully identified 1717 conserved and 485 novel miRNA entries matched with their MIR loci origins. This number exceeded all previous reports in durum wheat. 

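Each conserved miRNA carries the miRBase precursors that it matched. Counted as distinct matched precursors, soybean (gma) had 114, rice (osa) 98, Brachypodium distachyon (bdi) 84 and Aegilops tauschii (ata) 78. Apple (mdm) and maize (zma) had 76 each. Counted instead by the species of the reference name, 118 names carried gma and 206 carried osa, for example gma-miR156a_L+1R+2 and osa-miR168a-3p_L-3.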

Interestingly, among all the conserved miRNA entries, the top plant species with the highest miRBase conservation match was *Glycine max*, followed by *Oryza sativa*. Hexaploid wheat (*Triticum aestivum*), with tetraploid wheat as one of its genome progenitors, only came third in conservation ranking. This is likely due to soybean miRNAs being very well-documented (684 precursors, 756 mature) in the miRBase when compared to bread wheat (122 precursors, 125 mature), which is not surprising considering that the *Glycine max* genome was well-annotated ahead of all wheat species sequenced. 

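Bread wheat (tae) had 93 distinct matched precursors. By the number of miRNA names that matched at least 1 of its precursors, it had 760, against 289 for Brachypodium distachyon, 279 for rice and 177 for soybean, and 729 names carry the tae prefix, such as tae-miR9661-5p_1ss14GA and tae-miR9774_L+2. The barley (hvu) precursors were 28, matched by 144 names.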

Notably, there is currently only one *Triticum turgidum* miRNA entry (ttu-miR160, MI0016454) deposited in the miRBase [43]. It could be foreseen that this number will increase rapidly with the first durum genome assembly now being available to the scientific community.

Plant miRNAs can act rapidly in response to both environmental and developmental signals [17]. In particular, various studies have described the functional roles of miRNA-target modules in combatting water deficiency and extreme temperatures in cereal crops [8,23,24]. In our previous research, we have demonstrated that the expression of durum miRNAs can change differently with different timings of stress adaption within the life cycle [23,24]. Such patterns were also genotype-dependent among stress-tolerant and -sensitive varieties, suggesting that miRNA-mediated regulatory modules could contribute to the genotypic differences in the physiological performance, ultimately affecting yield production [23]. The present study further illustrated that durum miRNAs behave in a genotypic manner under the effect of transgenerational stress. Overall, there were more up-regulated miRNAs (275, *p* < 0.05) than down-regulated miRNAs (181, *p* < 0.05) in the stress-tolerant genotype, but more down-regulated miRNAs (242, *p* < 0.05) than up-regulated (153, *p* < 0.05) miRNAs in the stress-sensitive genotype. 

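Changes that ran in opposite directions in the genotypes include gma-miR156a_L+1R+2, of the family that targets SPL transcription factor genes, with a log2 fold change of -1.35 in DBA Aurora (188 in TCG, 73.8 in TWH) and 1.15 in L6 (27.5 in SCG, 61.1 in SWH). The G5 sequence PC-3p-12688_136 had 33.1 in TCG and none recorded in TWH, at least 7.00-fold lower, and rose from 56.6 in SCG to 138 in SWH. Of the DEMs up-regulated in DBA Aurora, 44 were down-regulated in L6 where independent lists would share 29.4, and 32 were up-regulated in both where 18.3 would be shared. Of the DEMs down-regulated in DBA Aurora, 27 were up-regulated in L6 (12.0 for independent lists) and 23 down-regulated in both (19.4). Across the 1258 sequences with a mean count of at least 10, the log2 fold changes of the 2 genotypes had Pearson r = -0.0821 and Spearman rho = -0.108, which describe genes and not independent replicates. With a mean count of at least 10, no sequence had a change common to both genotypes at an adjusted p under 0.05 in edgeR's quasi-likelihood test, in limma on normalised counts or in DESeq2, while 20, 24 and 12 had an unadjusted p under 0.05. Without that filter 3 were called, and limma on counts scaled by clean reads called 3. In sequences with at least 100 counts that passed both tests, 84 were higher and 111 lower in TWH vs TCG, and 73 were higher and 86 lower in SWH vs SCG. From the larger number of induced miRNAs in the tolerant genotype and of repressed miRNAs in the sensitive one, the paper proposes that the genotypes used contrasting mechanisms that led to their different seedling growth.

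**Figure D3:**
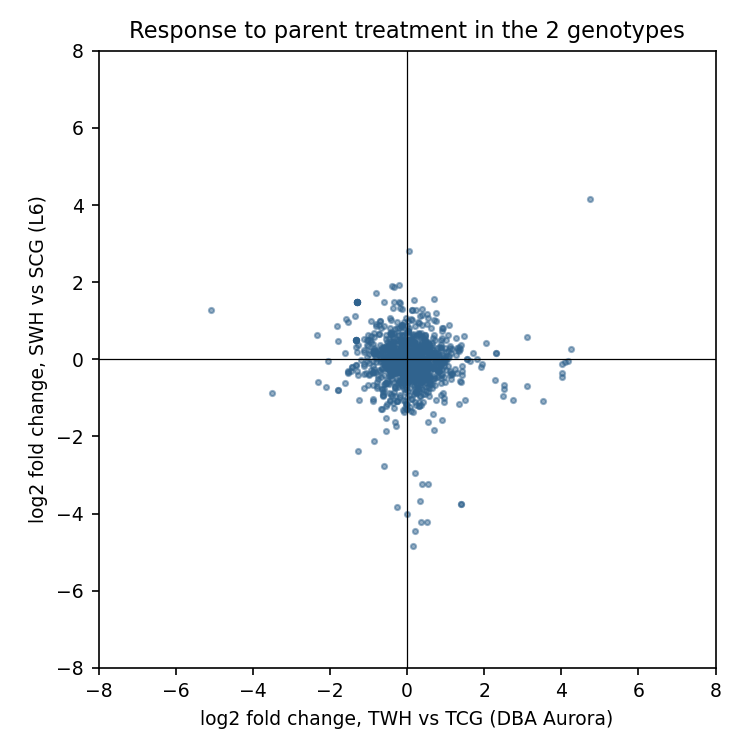
Log2 fold change of WH against CG in DBA Aurora (horizontal axis) and in L6 (vertical axis), with a pseudocount of 1, for 1258 sequences, 1 point each. The points lie around 0 on both axes, with a weak negative correlation (Pearson r = -0.0821, Spearman rho = -0.108).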

Durum miRNAs that were induced by the transgenerational effects could repress the expression of protein-coding genes with negative regulatory roles, while reduced miRNA expression could promote the expression of target genes to increase protein products with positive functions. A higher number of induced miRNAs in the stress-tolerant genotype and higher number of repressed miRNAs in the stress-sensitive genotype suggest that contrasting mechanisms were preferably deployed in response to transgenerational stress, resulting in the difference in young seedling growth.

Investigations into the expression pattern of specific durum miRNAs, together with the molecular functions of their predicted targets, provide further information on the possible pathways activated in different genotypes. 

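The sequence tae-miR1847-5p had 670 normalised counts in TCG and 360 in TWH, from 647 and 380 reads. Its counting interval for the log2 fold change runs from -1.08 to -0.71, and the chi-squared p was 1.83e-21. Its precursor lies on chromosome 5A from 325566627 to 325566719 of Svevo.v1, outside annotated genes and 0.274 kb from the nearest, where the chromosome name was assigned from the order of the sequences of the assembly.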

As an example, tae-miR1847-5p was significantly down-regulated in DBA Aurora (−0.90 fold) under the transgenerational effects of stress (Table S6). *In silico* analysis revealed that tae-miR1847 targets several CREB-binding protein-like family members located on the 6A and 6B chromosomes (Table S7). CREB-binding proteins (CBPs) are a type of transcriptional coactivator that can switch on the cAMP-dependent signalling pathways, which are key components employed by many hormone-regulated activities to modulate gene expression [44,45]. CBPs initiate the function of many classes of transcription factors through their intrinsic transferase activity to acetylate histones, which is a key process associated with chromatin remodelling [44]. Stress-related chromatin modification plays a critical role in transgenerational memory in plants [15]. The repressed expression of tae-miR1847 in the stress-tolerant genotype would increase the expression of its target CBPs, which could ultimately promote histone acetyltransferase-regulated transduction pathways. However, this pathway might not be in play in the stress-sensitive genotype, as tae-miR1847-tp was up-regulated (0.23-fold) under the transgenerational effects of stress. 

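In L6, tae-miR1847-5p had 356 counts in SCG and 417 in SWH, with a counting interval of 0.02 to 0.43 for its log2 fold change of 0.23 (chi-squared p = 0.00464, Fisher's exact p = 0.00497). The L6 CG library was already below the DBA Aurora CG library, with a log2 fold change of -0.91 in SCG vs TCG (interval -1.09 to -0.73). The SWH and TWH libraries differed by 0.21 (chi-squared p = 0.0237). The difference of the fold changes of the 2 genotypes is -1.12, DBA Aurora minus L6, and was not tested because each seed group has 1 library.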

Another example of a miRNA-regulated module that could contribute to the differential seedling performance involved mitogen-activated protein kinase (MAPK). MAPK signalling is one of the top KEGG pathways enriched among the predicted targets. MAPK cascades are a universal signal transduction mechanism that play diverse roles in connecting intra- and extra-cellular crosstalk in eukaryotes [46]. MAPKs are involved in virtually all the important aspects of plant development and response to environmental signals. In particular, MAPKs facilitate plant adaptation and survival under many abiotic stresses, including drought, heat and salt stress, via coordinating the transduction of secondary messengers and hormone signals [46,47]. Here, a few durum miRNAs that target MAPKs exhibited genotype-dependent expression patterns. For example, conserved miRNAs such as ttu-miR160, hvu-miR444b, and tae-miR1847-5p were all down-regulated (−0.42-fold, −0.45-fold and −0.90-fold, respectively) in DBA Aurora under the effect of transgenerational stress (Table S6). This promotes the expression of MAPKs in the stress-tolerant variety to facilitate signal transduction. However, the expression of these miRNAs was either unchanged (ttu-miR160 and hvu-miR444b) or increased (tae-miR1847-5p) in L6, suggesting that miRNA-MAPK modules were not activated in the stress-sensitive genotype. 

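In DBA Aurora, ttu-miR160, which belongs to the miR160 family that targets auxin response factor genes, fell from 4739 normalised counts in TCG to 3540 in TWH (log2 interval -0.48 to -0.36). For hvu-miR444b, of a grass family that targets MADS-box genes, the counts were 686 and 502 (interval -0.62 to -0.29, chi-squared p = 2.04e-07). The position given for hvu-miR444b lies on chromosome 7B from 133284716 to 133284750 of Svevo.v1, with the chromosome name assigned from the order of the sequences of the assembly. This miRNA belongs to G3, for which the paper reports no hairpin in the genome sequence, so the position is not a located precursor. In the MIR444 family as a whole, 5 of 20 sequences were higher, 4 lower and 11 did not pass in TWH vs TCG. The median log2 fold change there was -0.20 (percentile 3.29 of matched random lists, 0.16 when counts are summed). In SWH vs SCG, 9 were higher, 3 lower and 8 did not pass, with a median of -0.05 (percentile 47.0, 0.43 when summed).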

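In L6, hvu-miR444b had 509 normalised counts in SCG and 503 in SWH (log2 -0.01, chi-squared p = 0.568, counting interval -0.20 to 0.17). The counts of ttu-miR160 were 2304 and 2089 (log2 -0.14, chi-squared p = 0.0886), so neither passed the tests. Both miRNAs had lower counts in SCG than in TCG, with log2 fold changes of -0.43 for hvu-miR444b and -1.04 for ttu-miR160. A p above 0.05 in this pair of libraries does not show that their levels were equal, and whether the changes differ between the genotypes was not tested. From these expression patterns the paper proposes that miRNA-MAPK modules were not activated in the stress-sensitive genotype.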

Research in bread wheat has also demonstrated the involvement of MAPK in transgenerational tolerance to heat stress [48]. Increased expression of MAPK in the progenies of heat-stressed parents contributed to the enhanced activation of Ca^2+^ signalling pathways to facilitate stress adaptation [48]. Moreover, stress-induced MAPK could promote root tip growth through controlling the organisation of the actin cytoskeleton [49]. Durum miRNA-promoted MAPK expression could possibly contribute to the adaptive root traits observed in the stress-tolerant genotype. Future research should investigate the co-expression of durum miRNAs and MAPK family members in different tissues types to further our understanding of miRNA-MAPK modules in transgenerational stress adaption. 

The spliceosome (ko03040) is another major KEGG pathway enriched for the targets of differentially expressed durum miRNAs. The pre-mRNA splicing machinery is governed by the spliceosome, a large ribonucleoprotein complex that recognises the pre-mRNA splice sites to remove introns and join exons [50]. Research has shown that alternative splicing (AS), which enables the production of multiple mRNA isoforms from one single gene, is closely associated with abiotic stress adaption [51,52]. The AS process provides a fine-tuning mechanism to regulate the levels of active and inactive isoforms of stress-associated proteins. The specificity of splice-site selection in AS largely relies on serine/arginine-rich (SR) proteins (splicing enhancer) and heterogeneous nuclear ribonucleoproteins (hnRNPs, splicing suppressor) [53]. In our study, a large number of SR and hnRNP family members were targeted by differentially expressed durum miRNAs. Some miRNAs exhibited a genotype-dependent expression, while others seem to have universal regulatory roles. For example, ttu-miR160 targets several hnRNP-encoding genes located on the 4A and 4B chromosomes (Table S7). It also targets thirteen SR splicing factor-coding genes located on chromosome 6A and 6B. ttu-miR160 was down-regulated in DBA Aurora (−0.42-fold) in response to transgenerational stress, indicating that the expression of SR proteins and hnRNPs were possibly increased to coordinate the AS process. ttu-miR160-regulated AS was not in play in the sensitive genotype, based on the unaltered miRNA expression. However, a few other miRNA-regulated modules were active in both genotypes. For example, tae-miR9772, ata-miR396c-5p, and a miR396c variant (sbi-miR396c_R+1) all target hnRNP 1-like genes. 

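The Fisher's exact p of ttu-miR160 was 1.81e-37 in TWH vs TCG and 0.0878 in SWH vs SCG. Its precursor lies on chromosome 7B from 375197634 to 375197740 of Svevo.v1, 2.74 kb from the nearest annotated gene, with the chromosome name assigned from the order of the sequences of the assembly. In SWH vs TWH it was lower by a log2 fold change of -0.76. In the MIR160 family, 4 of 22 sequences were higher, 2 lower and 16 did not pass in TWH vs TCG, and 3 were higher, 3 lower and 16 did not pass in SWH vs SCG. A related sequence, osa-miR160f-5p_L-2R+2, had 540 in TCG and 817 in TWH (log2 0.60) and 555 in SCG and 370 in SWH (log2 -0.58), and passed the tests in both.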

The expression of these miRNAs was down-regulated in both genotypes, suggesting that hnRNP-modulated splicing events were activated by miRNAs without genotypic specificity. Furthermore, stress-induced AS can regulate the processing of non-coding RNA transcripts, so as to control the production of different pre-miRNA hairpins [54]. 

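The sequence tae-miR9772 fell from 12876 normalised counts in TCG to 11094.5 in TWH (log2 -0.21, interval -0.25 to -0.18) and from 14044 in SCG to 11546 in SWH (log2 -0.28, interval -0.32 to -0.25). The growth-regulating-factor-targeting ata-miR396c-5p fell from 33486 to 25649 in DBA Aurora (log2 -0.38) and from 16752 to 14482 in L6 (log2 -0.21). Its variant sbi-miR396c_R+1 had 758 and 609 in DBA Aurora (log2 -0.32, chi-squared p = 0.000113) and 361 and 280 in L6 (log2 -0.37, chi-squared p = 0.00917). All 3 passed both tests in both genotypes, and none had a |log2 (fold change)| above 1. In edgeR's model of all 4 libraries with a mean count of at least 10 no sequence was called for a change common to both genotypes, with a smallest adjusted p of 0.997. That model has 1 residual degree of freedom and was tried only on simulated changes of a log2 of 2 and 3. It cannot decide on changes as small as these.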

In barley, heat stress induced the splicing of introns hosting the miRNA primary transcripts (pri-miRNAs) of miR160a and miR5175a, which was correlated with the accumulation of mature miRNA products [55]. The results suggest that the durum miRNA-modulated AS mechanism could possibly provide a feedback loop to fine-tune the post-transcriptional regulation of miRNA precursor processing. Looking forward, the complexities in durum miRNA expression, spliceosomal protein activities, and the production of pri-miRNA isoforms require further exploration. In addition, it would be desirable for future work to study the upstream regulatory mechanisms of durum miRNAs so as to understand the underlying reasons for miRNA expression changes between stress-tolerant and stress-sensitive genotypes. Genomic analysis of the surrounding regions (such as transcription start sites and *cis*-regulatory motifs) of major stress-responsive miRNAs can compare the promoter features of the stress-tolerant and stress-sensitive durum genotypes to provide valuable information on transcriptional regulation of MIR genes. Our current research has paved the way for future investigation, having provided in-depth details of the MIR gene (genome ID, length, pre-miRNA sequence, secondary structure etc., Table S1).

In conclusion, the present study provides a valuable resource for an improved understanding of the transgenerational effects of water-deficit and heat stress on germination and seedling growth in durum wheat, as well as new insights of conserved and novel miRNAs that are involved in the epigenetic regulatory networks. Such knowledge provides a new foundation for durum researchers and breeders to use effective strategies for developing and selecting elite varieties that can mitigate or adapt to the negative impacts of stress that are transmitted across generations. 

## 4. Materials and Methods 

### 4.1. Plant Materials

Seeds of two Australian genotypes were used in this study. The seeds of both genotypes were collected from the parental plants in the control group and the water-deficit and heat stress group from the previous year’s experiment [8]. Briefly, water-deficit stress was applied to the parents from the booting stage by maintaining the soil water content at half of the field capacity. Heat stress was applied post-anthesis by exposing the plants to 37/27 °C for 24 h at 5, 15, 25, 35, and 45 days after flowering (a total of five stress episodes on the same plants). In total, four different seed groups were used in this study—AuCG (seeds from DBA Aurora control group), AuWH (seeds from DBA Aurora stress group), L6CG (seeds from L6 control group), and L6WH (seeds from L6 stress group).

### 4.2. Germination Test

Germination tests of the four seed groups were performed according to the International Rules for Seed Testing 2019 (https://www.seedtest.org). The seeds used for germination were randomly selected. The seeds were sterilised by rinsing with 70% ethanol for 5 min, followed by a wash with sterile distilled water. The seeds were germinated on filter paper in petri dishes containing sterile distilled water for 96 h at 22 °C. Three replicates per group were used with 30 seeds per replicate. germination potential (Gp, %) was determined as number of seeds germinated within 24 h/total number of seeds × 100%. The germination rate (Gr, %) was determined as number of seeds germinated within 96 h/total number of seeds × 100%. The germination index (Gi) was determined as ∑(n_t_/d_t_), where n_t_ represents the number of germinated seeds on the t day, and d_t_ represented germination days [56]. The length of coleoptile and young roots was recorded at 96 h. 

### 4.3. Measurement of Seedling Establishment

For each group, 16 randomly selected germinated seeds were transferred into pots (one seedling per pot). Each pot contained 1.2 kg of N40 sand with 0.5% CaCO_3_, and nutrient solution was provided as previously described [8]. The seedlings were grown under controlled glasshouse conditions with day/night temperature of 24/18 °C and a photoperiod of 16/8 h. Seedling height, shoot fresh weight and root fresh weight were measured on 12-day old seedlings. Shoot dry weight and root dry weight were measured after overnight oven drying at 65 °C. Fresh shoots were collected and snap-frozen in liquid nitrogen for RNA extraction. Eight biological replicates were used for seedling measurements and eight biological replicates were used for RNA extraction. Seedling vigour index I (SVI-I) was determined as germination rate × seedling fresh weight in mg [57]. Seedling vigour index II (SVI-II) was determined as germination rate × seedling dry weight in mg [57]. Two-way-ANOVA was used to analyse the statistical significance (*p* < 0.05) for germination and seedling data using Genstat (19th Edition, VSN International). 

### 4.4. Small RNA Sequencing

Total RNA was extracted from young seedlings using Tri reagent (Sigma-Aldrich, North Ryde, Australia) and treated with TURBO DNase (ThermoFisher Scientific, Scoresby, Australia) following the manufacturer’s instructions. The concentration and quality of the RNA samples were measured on a NanoDrop Lite spectrophotometer (ThermoFisher Scientific, Scoresby, Australia). RNA integrity was assessed by agarose gel electrophoresis and a Bioanalyzer (RIN > 9). Total RNA from eight biological replicates in each group was pooled for small RNA sequencing. Four small RNA libraries (TCG, TWH, SCG, SWH) were constructed using the TruSeq Small RNA Sample Prep Kit from the four groups AuCG, AuWH, L6CG, and L6WH, respectively. Single-end sequencing (50 bp) was performed on an Illumina HiSeq2500 by LC-Bio (Hangzhou, China). The sequencing datasets were deposited in NCBI GEO database (accession number GSE143454).

### 4.5. Analysis of Conserved and Novel miRNAs

Sequencing analysis was performed using the in-house ACGT101-miR program (LC Sciences, Houston, TX, USA). Raw sequencing reads were first processed by removing low-quality reads and adapter sequences to obtain clean sequences. The reads with a nucleotide (nt) length <18 nt or > 25 nt were removed. Common non-coding RNA families (rRNA, tRNA, snRNA and snoRNA), repeats and mRNA sequences were then discarded using RFam, Repbase and durum wheat NCBI mRNA entries as references. Unique sRNA sequences were then obtained for each library. Conserved mature miRNAs and 3p- or 5p-derived miRNA variants were identified by BLAST search against miRNA precursors in the miRBase (Release 22.1). MIR and miRNA sequences from common plant species in the miRBase were used as references (Table S3). Single mismatch within the sequence and length variation at both 5p and 3p were allowed in the alignment. Sequences mapped to the mature miRNA in the hairpin were identified as conserved mature miRNAs. Sequences mapped to the opposite arm of mature miRNA in the hairpin were identified as 5p- or 3p-derived variants. All the mapped miRNAs were aligned to the durum wheat genome (NCBI UID 3439611, assembly Svevo.v1) to determine their genomic location.

The remaining unmatched sRNA sequences were used to identify novel durum miRNAs. Sequences were BLASTed to the durum wheat genome. To identify miRNA precursors, secondary hairpin structures containing matched sequences were predicted using RNAfold (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi) from 120 nt of flanking genome sequences. The following criteria were used for the prediction of the secondary structure as previously described [35,58]: (1) the length of the hairpin (two stems and the terminal loop) is ≥50 nt; (2) the length of the hairpin loop region is ≤200 nt; (3) the cut-off of free energy is ≤−15 kCal/mol; (4) the stem region of the predicted hairpin is ≥16 bp in length; (5) for each bulge in the stem, the nucleotide length is ≤12 nt; (6) for each bulge in the mature region of the predicted hairpin, the nucleotide length is ≤4 nt; (7) the number of biased matches in each bulge in the mature region is ≤2; (8) the number of biased bulges in the mature region is ≤2; (9) the number of mismatches in the mature region is ≤4; (10) the mature region is ≥12 bp in length; and (11) the mature region in the stem is ≥80%. 

All miRNAs were categorised into five groups (G1 to G5). To analyse the miRNA expression profiles, data normalisation of the reads number was carried out as previously described [59]. Differentially expressed miRNAs (DEMs) were identified based on the normalised count. Chi-squared n × n test was used to detect DEMs when comparing TWH vs TCG vs SWH vs SCG. Chi-squared 2 × 2 test and Fisher’s test was used to detect DEMs when comparisons were made between two libraries (TWH vs TCG, SWH vs SCG, SCG vs TCG, SWH vs TWH). The cut-off for the *p* value was set as 0.01, 0.05 and 0.1 to generate Figure 4 and provide a total evaluation of the number of miRNAs that were up-/down-regulated. The cut-off for the *p* value was set as 0.05 for Tables S4 and S6 to identify miRNAs with significant differential expression. DEMs with a |log2 (Fold change)| > 1 in each comparison were identified and highlighted if they were up/down-regulated in Table S6.

### 4.6. Target Prediction and Functional GO Analysis

To predict protein-coding genes targeted by durum miRNAs, *in silico* analysis using the GSTAr was employed. Gene Ontology terms of the miRNAs targets were annotated according to their biological process, cellular component and molecular function. KEGG Pathways (http://www.genome.jp/kegg) of miRNA targets were also analysed. The statistical enrichment of GO terms and KEGG pathways was performed as previously described [35,60].

## Figures and Tables

**Figure 1:**
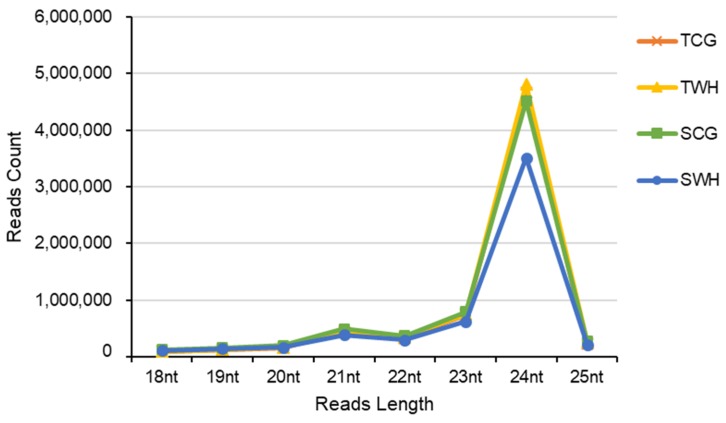
Small RNA size distribution of four durum wheat libraries. TCG, constructed from DBA Aurora CG seedlings. TWH, constructed from DBA Aurora WH seedlings. SCG, constructed from L6 CG seedlings. SWH, constructed from L6 WH seedlings.

**Figure 2:**
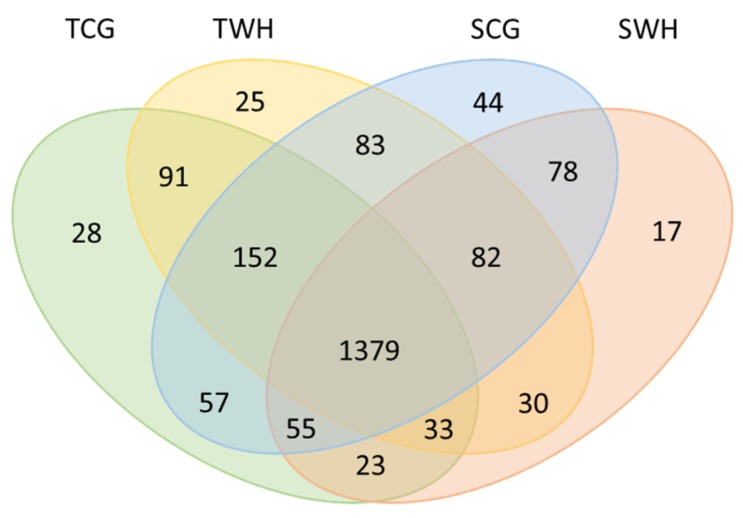
Venn diagram of all mature miRNAs in four libraries. TCG, constructed from DBA Aurora CG seedlings. TWH, constructed from DBA Aurora WH seedlings. SCG, constructed from L6 CG seedlings. SWH, constructed from L6 WH seedlings.

**Figure 3:**
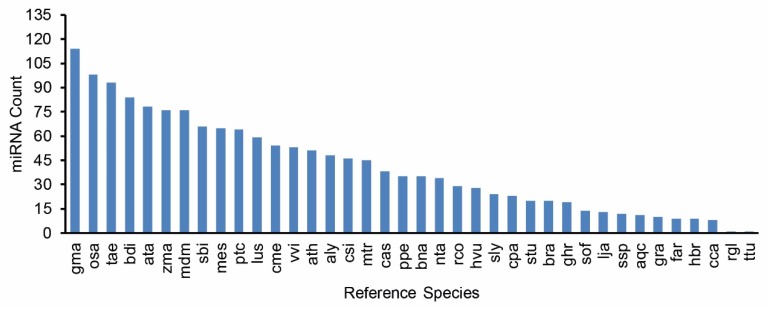
Ranking of reference plant species based on the number of miRNAs conserved. gma, *Glycine max*. osa, *Oryza sativa*. tae, *Triticum aestivum*. bdi, *Brachypodium distachyon*. ata, *Aegilops tauschii*. zma, *Zea mays*. mdm, *Malus domestica.* sbi, *Sorghum bicolor*. mes, *Manihot esculenta*. ptc, *Populus trichocarpa*. lus, *Linum usitatissimum*. cme, *Cucumis melo*. vvi, *Vitis vinifera*. ath, *Arabidopsis thaliana*. aly, *Arabidopsis lyrata*. csi, *Citrus sinensis*. mtr, *Medicago truncatula*. cas, *Camelina sativa*. ppe, *Prunus persica*. bna, *Brassica napus*. nta, *Nicotiana tabacum*. rco, *Ricinus communis*. hvu, *Hordeum vulgare*. sly, *Solanum lycopersicum*. cpa, *Carica papaya*. stu, *Solanum tuberosum*. bra, *Brassica rapa*. ghr, *Gossypium hirsutum*. sof, *Saccharum officinarum*. lja, *Lotus japonicas*. ssp, *Saccharum ssp.* aqc, *Aquilegia caerulea*. gra, *Gossypium raimondii*. far, *Festuca arundinacea*. hbr, *Hevea brasiliensis*. cca, *Cynara cardunculus*. rgl, *Rehmannia glutinosa*. Ttu, *Triticum turgidum*.

**Figure 4:**
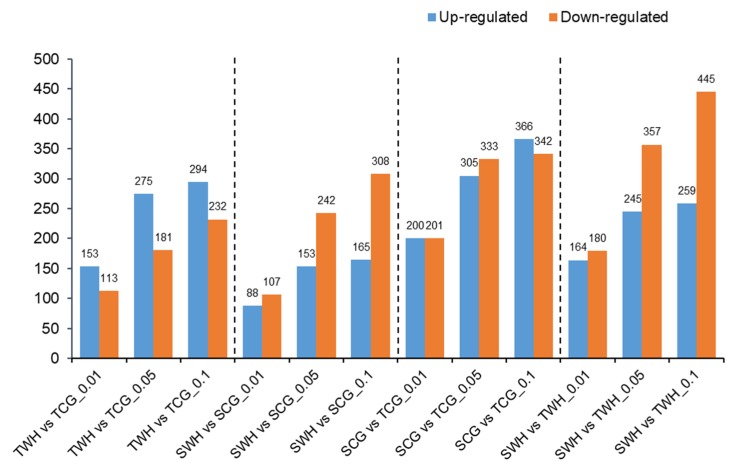
Number of up-regulated and down-regulated miRNAs in comparisons made between libraries at different *p* values (*p* < 0.01, *p* < 0.05 and *p* < 0.1). TCG, constructed from DBA Aurora CG seedlings. TWH, constructed from DBA Aurora WH seedlings. SCG, constructed from L6 CG seedlings. SWH, constructed from L6 WH seedlings.

**Figure 5:**
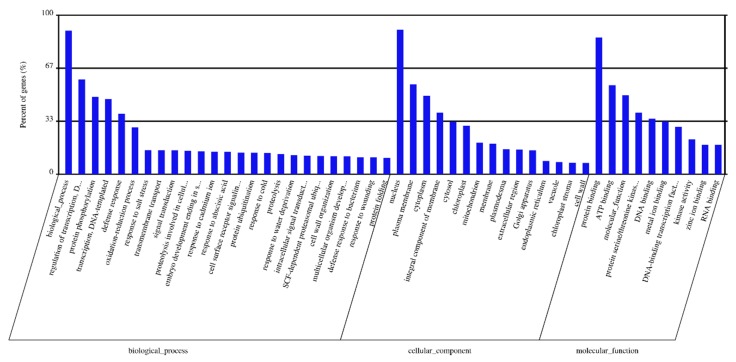
The most represented Gene Ontology terms among the predicted targets in three categories. GO terms were shown for each category based on the number of genes matched for each GO term (from higher to lower). Percent of genes (%) indicates the percentage of the gene number matched for each GO among the total number of genes within each category.

**Figure 6:**
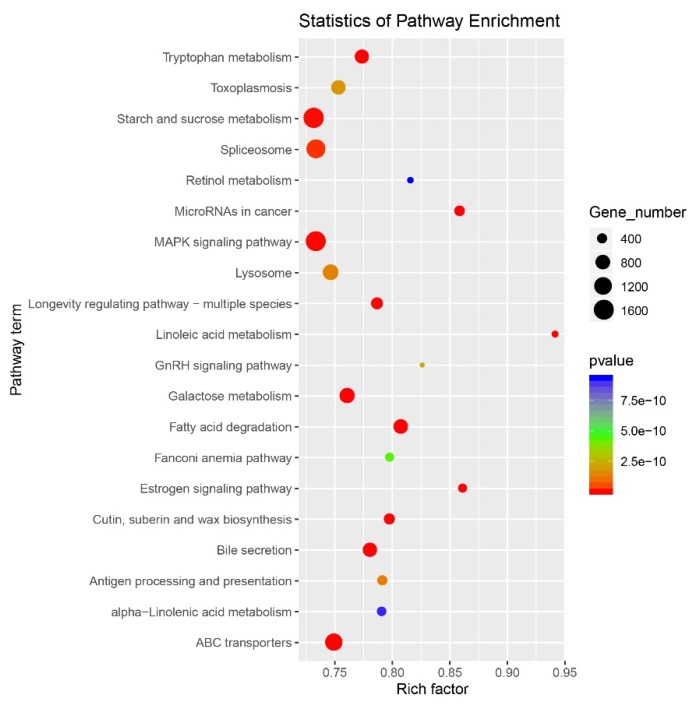
KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis of predicted target genes. *p*-value (red to blue colour) represents the significance of the matched gene ratio (rich factor). Dot size is proportionate to the number of target genes matched to the pathway term.

**Table 1:** Germination potential (Gp, %), germination rate (Gr, %), germination index (Gi), coleoptile length, and young root length of the four seed groups. AuCG, seeds from DBA Aurora control group. AuWH, seeds from DBA Aurora stress group. L6CG, seeds from L6 control group. L6WH, seeds from L6 stress group.

Seed Source	Gp, %	Gr, %	Gi	Coleoptile Length (mm)	Young Root Length (mm)
AuCG	32.2% ± 1.1%	98.9% ± 1.1%	35.1 ± 0.8	31.88 ± 0.52	48.56 ± 1.06
AuWH	26.7% ± 1.9%	97.8% ± 1.1%	32.2 ± 0.9	31.06 ± 0.67	50.44 ± 1.19
L6CG	17.8% ± 1.1%	93.3% ± 1.9%	27.6 ± 0.2	30.38 ± 0.75	38.88 ± 1.28
L6WH	14.4% ± 1.1%	92.2% ± 1.1%	24.4 ± 0.6	30.50 ± 0.75	33.75 ± 1.23
F pr. Genotype	<0.001	0.004	<0.001	0.134	<0.001
F pr. Parent treatment	0.011	0.438	0.002	0.614	0.178
F pr. Genotype × Parent treatment	0.438	1.000	0.842	0.493	0.005
l.s.d Genotype	3.1%	3.1%	1.6	n.a	2.39
l.s.d Parent treatment	3.1%	n.a	1.6	n.a	n.a
l.s.d Genotype × Parent treatment	n.a	n.a	n.a	n.a	3.38

**Table 2:** Root traits, shoot traits and seedling vigour indices of the four seed groups. AuCG, seeds from DBA Aurora control group. AuWH, seeds from DBA Aurora stress group. L6CG, seeds from L6 control group. L6WH, seeds from L6 stress group.

Seed Source	Root Fresh Weight (g)	Root Dry Weight (g)	Root Length (cm)	Shoot Fresh Weight (g)	Shoot Dry Weight (g)	Seedling Height (cm)	Seedling Vigour Index I	Seedling Vigour Index II
AuCG	0.718 ± 0.016	0.0807 ± 0.0016	25.86 ± 0.18	0.878 ± 0.025	0.1244 ± 0.0030	27.33 ± 0.26	1577.28 ± 30.48	202.80 ± 2.42
AuWH	0.736 ± 0.014	0.0812 ± 0.0022	28.46 ± 0.22	0.836 ± 0.022	0.1189 ± 0.0023	26.36 ± 0.23	1537.56 ± 28.01	195.63 ± 3.70
L6CG	0.710 ± 0.013	0.0721 ± 0.0017	25.10 ± 0.19	0.844 ± 0.020	0.1141 ± 0.0025	26.98 ± 0.24	1450.17 ± 21.74	173.78 ± 2.92
L6WH	0.658 ± 0.014	0.0645 ± 0.0014	26.56 ± 0.21	0.778 ± 0.016	0.1116 ± 0.0033	25.39 ± 0.31	1323.39 ± 16.81	162.32 ± 3.79
F pr. Genotype	0.005	<0.001	<0.001	0.034	0.004	0.018	<0.001	<0.001
F pr. Parent treatment	0.242	0.055	<0.001	0.015	0.160	<0.001	0.002	0.008
F pr. Genotype × Parent treatment	0.018	0.030	0.008	0.551	0.608	0.245	0.091	0.516
l.s.d Genotype	0.029	0.0036	0.41	0.043	0.0057	0.54	50.90	6.67
l.s.d Parent treatment	n.a	n.a	0.41	0.043	n.a	0.54	50.90	6.67
l.s.d Genotype × Parent treatment	0.041	0.0051	0.58	n.a	n.a	0.76	n.a	n.a

**Table 3:** Overview of sequencing read counts in four sRNA libraries. TCG, constructed from DBA Aurora CG seedlings. TWH, constructed from DBA Aurora WH seedlings. SCG, constructed from L6 CG seedlings. SWH, constructed from L6 WH seedlings. Clean reads may not be equal to raw reads minus all the filter type reads, as there could be overlapped sequences between mRNA, Rfam and Repeats filters.

Read Type	TCG		TWH		SCG		SWH	
	Total Reads	Unique Reads	Total Reads	Unique Reads	Total Reads	Unique Reads	Total Reads	Unique Reads
Raw reads	20,042,833	8,293,425	20,900,186	8,593,357	24,262,343	8,865,724	18,786,468	7,221,909
3ADT & Length filter	6,000,364	1,418,893	5,651,835	1,475,235	7,669,010	1,832,961	6,589,933	1,676,502
Junk reads	92,538	68,473	101,066	73,192	111,339	79,088	76,371	56,322
Rfam - rRNA	215,716	5440	228,715	5378	308,312	6809	266,089	7444
Rfam - tRNA	230,895	2119	215,340	2207	248,091	2853	310,937	3964
Rfam - snoRNA	9600	393	9813	396	10,886	363	8009	304
Rfam - snRNA	2364	181	2581	194	3250	264	3580	215
Other Rfam RNA	13,680	733	14,276	706	19,445	886	17,165	893
mRNA	878,039	23,905	915,468	25,170	1,090,076	26,584	798,629	20,880
Repeats	6104	186	6073	193	9312	265	7704	243
Clean reads	12,631,656	6,773,722	13,795,248	7,011,288	14,830,872	6,916,493	10,781,672	5,456,127

**Table 4:** Categorisation of all MIR-miRNA entries identified in this study. G1-G4 represent conserved miRNAs while G5 represents novel miRNAs. Unique miRNAs represent distinct mature miRNA products. G1, pre-miRNAs can be mapped to the durum genome and ESTs (expressed sequence tags). G2, sequencing reads mapped to the durum genome and ESTs with their extended genome sequences forming secondary hairpins. G3, sequencing reads mapped to the durum genome and ESTs, but their extended genome sequences do not form secondary hairpins. G4, neither aligned reference pre-miRNAs nor sequencing reads can be further mapped to the genome. G5, novel miRNAs where reads cannot be mapped to the miRBase but can be mapped to the genome, and secondary hairpins can be formed from extended genome locations. TCG, constructed from DBA Aurora CG seedlings. TWH, constructed from DBA Aurora WH seedlings. SCG, constructed from L6 CG seedlings. SWH, constructed from L6 WH seedlings.

Group	Total		TCG		TWH		SCG		SWH	
	Pre-miRNA	Unique miRNA	Pre-miRNA	Unique miRNA	Pre-miRNA	Unique miRNA	Pre-miRNA	Unique miRNA	Pre-miRNA	Unique miRNA
G1	161	270	158	252	158	256	158	259	158	257
G2	446	483	368	392	372	405	382	410	300	322
G3	838	890	663	694	701	736	722	763	611	644
G4	48	49	34	34	31	33	42	43	34	34
G5	437	485	426	446	429	445	429	455	421	440

**Table 5:** Highly expressed differentially expressed miRNAs (DEMs) with a |log2 (fold change)| > 1 in each comparison made between two libraries (TWH vs TCG, SWH vs SCG, SCG vs TCG, SWH vs TWH). TCG, constructed from DBA Aurora CG seedlings. TWH, constructed from DBA Aurora WH seedlings. SCG, constructed from L6 CG seedlings. SWH, constructed from L6 WH seedlings.

**miR_name**	**miR_seq**	**up/down**	**log2(FC)**	**TCG**	**TWH**
osa-miR168a-3p_L-3	CCCGCCTTGCACCAAGTGAAT	up	2.04	3571	14,660
ata-miR169a-3p	TGGGCAAGTCACCCTGGCTACC	up	1.11	533	1154
**miR_name**	**miR_seq**	**up/down**	**log2(FC)**	**SCG**	**SWH**
tae-miR9661-5p_1ss14GA	TGAAGTAGAGCAGAGACCTCA	down	−1.06	3513	1689
tae-miR9774_L+2	AACAAGATATTGGGTATTTCTGTC	up	1.27	1589	3841
**miR_name**	**miR_seq**	**up/down**	**log2(FC)**	**TCG**	**SCG**
ata-miR167b-5p	TGAAGCTGCCAGCATGATCTGA	down	−1.21	20,089	8687
tae-MIR7757-p3_1ss19AG	TGGATAGTTTGAGGTTTTGTTT	down	−1.04	6524	3162
ata-miR167b-3p	AGGTCATGCTGGAGTTTCATC	down	−1.11	5746	2653
ttu-miR160	TGCCTGGCTCCCTGTATGCCA	down	−1.04	4739	2304
mtr-miR398a-5p_1ss7AC	GGAGTGCCACTGAGAACACAAG	down	−1.36	2354	917
csi-miR166c-3p_R+1	TCGGACCAGGCTTCATTCCCA	down	−1.52	1062	370
tae-miR9654b-3p_1ss19GA	TTCCGAAAGGCTTGAAGCAAAT	down	−1.10	1542	721
ata-miR396e-3p	GTTCAATAAAGCTGTGGGAAA	down	−1.10	737	345
sbi-miR396c_R+1	TTCCACAGCTTTCTTGAACTTT	down	−1.07	758	361
PC-5p-1206_1154	TTTGCGCAGAAGGGAGAAATC	up	inf	0	2228
tae-MIR5048-p3_1ss18TG	AATATATTTGCAGGTTTGAGG	up	1.08	4677	9898
ata-miR169f-3p_R-1	GGCAAGTCCGTCCTTGGCTAC	up	1.22	4609	10,772
osa-miR168a-3p_L-3	CCCGCCTTGCACCAAGTGAAT	up	1.26	3571	8570
ata-MIR169d-p3	TTGTCCTTGGCTACACCTAGT	up	1.50	1742	4936
tae-miR9661-5p_1ss14GA	TGAAGTAGAGCAGAGACCTCA	up	3.49	312	3513
ata-MIR396d-p3	AAGCCCATGGAAACCATGCCC	up	4.66	29	735
ata-miR169i-5p_1ss15TC	TAGCCAAGGATGACCTGCCTG	up	3.39	53	553
ata-miR169a-3p	TGGGCAAGTCACCCTGGCTACC	up	1.49	533	1494
PC-5p-726_2034	TACGGCAAAGCCGTCGGCATA	up	2.03	194	793
ata-miR169h-3p_L-1	CAAGTTGTTCTTGGCTAGC	up	1.25	484	1154
tae-MIR164-p3	CATGTGCCTTTCTTCTCCACC	up	1.02	419	848
**miR_name**	**miR_seq**	**up/down**	**log2(FC)**	**TWH**	**SWH**
mtr-miR398a-5p_1ss7AC	GGAGTGCCACTGAGAACACAAG	down	−1.69	1516	471
tae-miR9659-3p	TCCAATGGTTGTTCACGGCATC	down	−1.17	910	404
osa-miR160f-5p_L-2R+2	CCTGGCTCCCTGAATGCCATC	down	−1.14	817	370
sbi-miR396c_R+1	TTCCACAGCTTTCTTGAACTTT	down	−1.12	609	280
PC-5p-1206_1154	TTTGCGCAGAAGGGAGAAATC	up	inf	0	2473
ata-miR169f-3p_R-1	GGCAAGTCCGTCCTTGGCTAC	up	1.14	4103	9018
tae-miR9774_L+2	AACAAGATATTGGGTATTTCTGTC	up	1.57	1296	3841
tae-miR9661-5p_1ss14GA	TGAAGTAGAGCAGAGACCTCA	up	2.55	288	1689
ata-MIR396d-p3	AAGCCCATGGAAACCATGCCC	up	4.97	23	710
ata-miR169i-5p_1ss15TC	TAGCCAAGGATGACCTGCCTG	up	2.52	82	469

## Supplementary Materials

The following are available online at https://www.mdpi.com/2223-7747/9/2/189/s1. Figure S1: Heatmap of differentially expressed miRNAs (DEMs) identified in comparison across four libraries (TCG vs TWH vs SCG vs SWH). The colour key (ranging from blue to red) represents the miRNA abundance using the log10 (normalised count) value, Table S1: Summary of 2202 MIR-miRNA entries identified in this study, Table S2: Conserved MIR families identified in this study, Table S3: List of plant species that were used as references in the miRBase, Table S4: List of miRNAs that were differentially expressed across TCG vs TWH vs SCG vs SWH, Table S5: List of miRNAs that were specifically expressed in DBA Aurora, L6, CG and WH seed sources, Table S6: List of differentially expressed miRNAs in comparisons made between two libraries (TWH vs TCG, SWH vs SCG, SCG vs TCG, SWH vs TWH), Table S7: Target genes predicted for differentially expressed miRNAs, Table S8: GO enrichment of predicted target genes in three categories: Biological Process (BP), Molecular Function (MF), and Cellular Component (CC), Table S9: KEGG pathway enrichment analysis of predicted target genes.

## References

[1] Richards R.A., Rebetzke G.J., Condon A.G., van Herwaarden A.F. (2002). Breeding opportunities for increasing the efficiency of water use and crop yield in temperate cereals. Crop Sci..

[2] Liao M., Fillery I.R., Palta J.A. (2004). Early vigorous growth is a major factor influencing nitrogen uptake in wheat. Funct. Plant Biol..

[3] Perveen S., Nigar S., Khalil S., Zubair M. (2010). Vigor tests used to rank seed lot quality and predict field emergence in wheat. Pak. J. Bot..

[4] Sissons M. (2008). Role of durum wheat composition on the quality of pasta and bread. Food.

[5] Li Y.-F., Wu Y., Hernandez-Espinosa N., Peña R.J. (2013). Heat and drought stress on durum wheat: Responses of genotypes, yield, and quality parameters. J. Cereal Sci..

[6] Liu H., Bruce D.R., Sissons M., Able A.J., Able J.A. (2018). Genotype-dependent changes in the phenolic content of durum under water-deficit stress. Cereal Chem..

[7] Guzmán C., Autrique J.E., Mondal S., Singh R.P., Govindan V., Morales-Dorantes A., Posadas-Romano G., Crossa J., Ammar K., Peña R.J. (2016). Response to drought and heat stress on wheat quality, with special emphasis on bread-making quality, in durum wheat. Field Crop. Res..

[8] Liu H., Able A.J., Able J.A. (2019). Genotypic performance of Australian durum under single and combined water-deficit and heat stress during reproduction. Sci. Rep..

[9] Liu H., Searle I.R., Mather D.E., Able A.J., Able J.A. (2015). Morphological, physiological and yield responses of durum wheat to pre-anthesis water-deficit stress are genotype-dependent. Crop Pasture Sci..

[10] Hatzig S.V., Nuppenau J.-N., Snowdon R.J., Schießl S.V. (2018). Drought stress has transgenerational effects on seeds and seedlings in winter oilseed rape (*Brassica napus* L.). BMC Plant Biol..

[11] Wijewardana C., Reddy K.R., Krutz L.J., Gao W., Bellaloui N. (2019). Drought stress has transgenerational effects on soybean seed germination and seedling vigor. PLoS ONE.

[12] Begcy K., Sandhu J., Walia H. (2018). Transient heat stress during early seed development primes germination and seedling establishment in rice. Front. Plant Sci..

[13] Carvalho M.E.A., Piotto F.A., Nogueira M.L., Gomes-Junior F.G., Chamma H.M.C.P., Pizzaia D., Azevedo R.A. (2018). Cadmium exposure triggers genotype-dependent changes in seed vigor and germination of tomato offspring. Protoplasma.

[14] Wollmann H., Berger F. (2012). Epigenetic reprogramming during plant reproduction and seed development. Curr. Opin. Plant Biol..

[15] Lämke J., Bäurle I. (2017). Epigenetic and chromatin-based mechanisms in environmental stress adaptation and stress memory in plants. Genome Biol..

[16] Holeski L.M., Jander G., Agrawal A.A. (2012). Transgenerational defense induction and epigenetic inheritance in plants. Trends Ecol. Evol..

[17] Liu H., Able A.J., Able J.A. (2016). SMARTER de-stressed cereal breeding. Trends Plant Sci..

[18] Budak H., Akpinar B.A. (2015). Plant miRNAs: Biogenesis, organization and origins. Funct. Integr. Genom..

[19] Budak H., Kantar M., Bulut R., Akpinar B.A. (2015). Stress responsive miRNAs and isomiRs in cereals. Plant Sci..

[20] Giusti L., Mica E., Bertolini E., De Leonardis A.M., Faccioli P., Cattivelli L., Crosatti C. (2017). microRNAs differentially modulated in response to heat and drought stress in durum wheat cultivars with contrasting water use efficiency. Funct. Integr. Genom..

[21] Zuluaga D.L., De Paola D., Janni M., Curci P.L., Sonnante G. (2017). Durum wheat miRNAs in response to nitrogen starvation at the grain filling stage. PLoS ONE.

[22] Liu H., Searle I.R., Watson-Haigh N.S., Baumann U., Mather D.E., Able A.J., Able J.A. (2015). Genome-wide identification of microRNAs in leaves and the developing head of four durum genotypes during water deficit stress. PLoS ONE.

[23] Liu H., Able A.J., Able J.A. (2017). Genotypic water-deficit stress responses in durum wheat: Association between physiological traits, microRNA regulatory modules and yield components. Funct. Plant Biol..

[24] Liu H., Able A.J., Able J.A. (2017). Water-deficit stress responsive microRNAs and their targets in four durum wheat genotypes. Funct. Integr. Genom..

[25] Wang Y., Li K., Chen L., Zou Y., Liu H., Tian Y., Li D., Wang R., Zhao F., Ferguson B.J. (2015). microRNA167-directed regulation of the auxin response factors, *GmARF8a* and *GmARF8b*, is required for soybean nodulation and lateral root development. Plant Physiol..

[26] Zuluaga D.L., Sonnante G. (2019). The use of nitrogen and its regulation in cereals: Structural genes, transcription factors, and the role of miRNAs. Plants.

[27] Ragupathy R., Ravichandran S., Mahdi M.S.R., Huang D., Reimer E., Domaratzki M., Cloutier S. (2016). Deep sequencing of wheat sRNA transcriptome reveals distinct temporal expression pattern of miRNAs in response to heat, light and UV. Sci. Rep..

[28] Ravichandran S., Ragupathy R., Edwards T., Domaratzki M., Cloutier S. (2019). MicroRNA-guided regulation of heat stress response in wheat. BMC Genom..

[29] Yakovlev I.A., Fossdal C.G. (2017). *In silico* analysis of small RNAs suggest roles for novel and conserved miRNAs in the formation of epigenetic memory in somatic embryos of Norway spruce. Front Physiol..

[30] Zuluaga D.L., Liuzzi V., Curci P.L., Sonnante G. (2018). MicroRNAs in durum wheat seedlings under chronic and short-term nitrogen stress. Funct. Integr. Genom..

[31] Kantar M., Lucas S.J., Budak H. (2011). miRNA expression patterns of *Triticum dicoccoides* in response to shock drought stress. Planta.

[32] Akpinar B.A., Kantar M., Budak H. (2015). Root precursors of microRNAs in wild emmer and modern wheats show major differences in response to drought stress. Funct. Integr. Genom..

[33] Maccaferri M., Harris N.S., Twardziok S.O., Pasam R.K., Gundlach H., Spannagl M., Ormanbekova D., Lux T., Prade V.M., Milner S.G. (2019). Durum wheat genome highlights past domestication signatures and future improvement targets. Nat. Genet..

[34] De Paola D., Zuluaga D.L., Sonnante G. (2016). The miRNAome of durum wheat: Isolation and characterisation of conserved and novel microRNAs and their target genes. BMC Genom..

[35] Jeyaraj A., Zhang X., Hou Y., Shangguan M., Gajjeraman P., Li Y., Wei C. (2017). Genome-wide identification of conserved and novel microRNAs in one bud and two tender leaves of tea plant (*Camellia sinensis*) by small RNA sequencing, microarray-based hybridization and genome survey scaffold sequences. BMC Plant Biol..

[36] Changhai S., Baodi D., Yunzhou Q., Yuxin L., Lei S., Mengyu L., Haipei L. (2010). Physiological regulation of high transpiration efficiency in winter wheat under drought conditions. Plant Soil Environ..

[37] Zheng X., Liu H., Ji H., Wang Y., Dong B., Qiao Y., Liu M., Li X. (2016). The wheat GT factor TaGT2L1D negatively regulates drought tolerance and plant development. Sci. Rep..

[38] Dong B., Zheng X., Liu H., Able J.A., Yang H., Zhao H., Zhang M., Qiao Y., Wang Y., Liu M. (2017). Effects of drought stress on pollen sterility, grain yield, abscisic acid and protective enzymes in two winter wheat cultivars. Front. Plant Sci..

[39] Dong B., Yang H., Liu H., Qiao Y., Zhang M., Wang Y., Xie Z., Liu M. (2019). Effects of shading stress on grain number, yield, and photosynthesis during early reproductive growth in wheat. Crop Sci..

[40] Barnabás B., Jäger K., Fehér A. (2008). The effect of drought and heat stress on reproductive processes in cereals. Plant Cell Environ..

[41] Grass L., Burris J. (1995). Effect of heat stress during seed development and maturation on wheat (*Triticum durum*) seed quality. I. Seed germination and seedling vigor. Can. J. Plant Sci..

[42] Alptekin B., Langridge P., Budak H. (2016). Abiotic stress miRNomes in the *Triticeae*. Funct. Integr. Genom..

[43] Kozomara A., Birgaoanu M., Griffiths-Jones S. (2018). miRBase: From microRNA sequences to function. Nucleic Acids Res..

[44] Kwok R.P., Lundblad J.R., Chrivia J.C., Richards J.P., Bächinger H.P., Brennan R.G., Roberts S.G., Green M.R., Goodman R.H. (1994). Nuclear protein CBP is a coactivator for the transcription factor CREB. Nature.

[45] Gehring C. (2010). Adenyl cyclases and cAMP in plant signaling-past and present. Cell Commum Signal..

[46] Colcombet J., Krysan P.J. (2018). Cellular complexity in MAPK signaling in plants: Questions and emerging tools to answer them. Front. Plant Sci..

[47] Smékalová V., Doskočilová A., Komis G., Šamaj J. (2014). Crosstalk between secondary messengers, hormones and MAPK modules during abiotic stress signalling in plants. Biotechnol. Adv..

[48] Wang X., Xin C., Cai J., Zhou Q., Dai T., Cao W., Jiang D. (2016). Heat priming induces trans-generational tolerance to high temperature stress in wheat. Front. Plant Sci..

[49] Šamaj J., Ovecka M., Hlavacka A., Lecourieux F., Meskiene I., Lichtscheidl I., Lenart P., Salaj J., Volkmann D., Bögre L. (2002). Involvement of the mitogen-activated protein kinase SIMK in regulation of root hair tip growth. EMBO J..

[50] Chen W., Moore M.J. (2015). Spliceosomes. Curr. Biol..

[51] Ding F., Cui P., Wang Z., Zhang S., Ali S., Xiong L. (2014). Genome-wide analysis of alternative splicing of pre-mRNA under salt stress in *Arabidopsis*. BMC Genom..

[52] Ling Y., Alshareef S., Butt H., Lozano-Juste J., Li L., Galal A.A., Moustafa A., Momin A.A., Tashkandi M., Richardson D.N. (2017). Pre-mRNA splicing repression triggers abiotic stress signaling in plants. Plant J..

[53] Laloum T., Martín G., Duque P. (2018). Alternative splicing control of abiotic stress responses. Trends Plant Sci..

[54] Yan K., Liu P., Wu C.-A., Yang G.-D., Xu R., Guo Q.-H., Huang J.-G., Zheng C.-C. (2012). Stress-induced alternative splicing provides a mechanism for the regulation of microRNA processing in *Arabidopsis thaliana*. Mol. Cell.

[55] Kruszka K., Pacak A., Swida-Barteczka A., Nuc P., Alaba S., Wroblewska Z., Karlowski W., Jarmolowski A., Szweykowska-Kulinska Z. (2014). Transcriptionally and post-transcriptionally regulated microRNAs in heat stress response in barley. J. Exp. Bot..

[56] Meng Y., Qu G., Wang T., Sun Q., Liang D., Hu S. (2017). Enhancement of germination and seedling growth of wheat seed using dielectric barrier discharge plasma with various gas sources. Plasma Chem. Plasma Process..

[57] Zahoranová A., Henselová M., Hudecová D., Kaliňáková B., Kováčik D., Medvecká V., Černák M. (2016). Effect of cold atmospheric pressure plasma on the wheat seedlings vigor and on the inactivation of microorganisms on the seeds surface. Plasma Chem. Plasma Process..

[58] Feng H., Zhang Q., Wang B., Fu Y., Huang L., Wang X., Kang Z. (2015). Exploration of microRNAs and their targets engaging in the resistance interaction between wheat and stripe rust. Frontiers in Plant Science.

[59] Li X., Shahid M.Q., Wu J., Wang L., Liu X., Lu Y. (2016). Comparative small RNA analysis of pollen development in autotetraploid and diploid rice. Int. J. Mol..

[60] Li W., Jia Y., Liu F., Wang F., Fan F., Wang J., Zhu J., Xu Y., Zhong W., Yang J. (2019). Integration analysis of small RNA and degradome sequencing reveals microRNAs responsive to *Dickeya zeae* in resistant rice. Int. J. Mol..

How the deposited data were processed for this re-analysis (not part of the article)

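Small RNA of shoots from 12-day-old durum wheat seedlings was measured in 4 libraries, TCG, TWH, SCG and SWH, each a pool of 8 seedlings of 1 seed group. The authors removed adapters and low-quality reads, kept lengths of 18 to 25 nt, removed reads that matched RFam, Repbase or durum mRNA, and matched the rest to miRBase 22.1 with 1 mismatch and end variation allowed, and to the durum genome Svevo.v1, with the ACGT101-miR program, whose version is not given in the sources used here. The raw read numbers that the authors deposited are estimated counts, since 104 to 115 values per library, about 5%, are not whole. The authors' normalised counts are a signal equal to the raw number times 1 factor per library, after a method that the paper cites. Of the entries the paper counts, 28 were not analysed here. The deposited values hold almost no count under 5 reads, which was taken as a recording minimum of the authors' processing.

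From these values, names and different sequences were counted, and library pairs were compared with chi-squared 2 × 2 tests and two-sided Fisher's exact tests on the normalised counts, rounded to whole numbers for Fisher's test, with the summed counts of all other names as the margin. A DEM counted as up- or down-regulated had p under 0.05 in both and an absolute log2 fold change above 1, and a 0 in 1 library met the fold criterion. The design had set limma as the main test of effects common to both genotypes or both seed sources unless raw reads were given. As they are, edgeR's quasi-likelihood test on reads rounded to whole numbers, over sequences with a mean normalised count of at least 10 and with the other factor as a term, was the main test, with limma (pseudocount 1) and DESeq2 as alternatives and Benjamini-Hochberg adjustment in each. The interaction of genotype and parent treatment has no residual degree of freedom and is given as values only. The tests, the alternatives, 7 functional lists and 38 single families of miRNAs, and the rule for named miRNAs were fixed before the data were examined, apart from the alternatives marked as added. Tables 5, S4, S5 and S6 of the paper had been seen by then.

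The named miRNAs are those the paper names in its text or in Table 5, for each pair of libraries the 5 highest and 5 lowest fold changes among sequences past both tests with a normalised count of at least 100 in 1 of the libraries, the 5 most abundant sequences, and those called by edgeR. Other names were chosen after their values were seen. Lists are described by the median of log2((count + 1)/(count + 1)) of their sequences, its percentile among 10000 random lists of the same size matched on mean count, and the number that passed both tests in each direction. The random lists hold unrelated sequences, while members of a family can share precursors and counts, so the percentiles are not chance levels. Expected numbers without any difference came from draws that share reads by depth, 100 for DEMs and 1000 multinomial draws for miRNAs found in 1 set only, and in simulations added later from Poisson draws in which counts of 0 were taken as 2 reads for the shared level and counts under 5 were set to 0. Log2 intervals are 95% intervals for counting error, and PCR duplicates cannot be recognised in these data, so the true error is larger. The depth was 855716 to 1293324 miRNA reads per library.

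Chromosome names were given to the precursor positions by matching the order of the sequences of Svevo.v1 to the order of its chromosomes in a gene table of the same assembly, and were checked by the last precursor and gene position of each chromosome, which cannot separate chromosomes of like length. Neighbouring genes come from that table. Tested on simulated reads with 200 of 2149 names changed, the pair tests recovered 99 to 100 of 100 names changed by a log2 of 2 and 90 to 97 of 100 changed by 1.5, all in the right direction, and called 33, 22, 11 and 26 of 1949 unchanged names in TWH vs TCG, SWH vs SCG, SCG vs TCG and SWH vs TWH. The simulated reads were drawn without the minimum of 5 reads, and the changed names were taken from the more abundant ones. These rates therefore do not cover names near that minimum. With the minimum, and counts of 0 taken as 2 reads, draws without any difference gave on average 238, 225, 209 and 263 DEMs in the same order. For an effect common to both genotypes, edgeR recovered 99 of 100 sequences changed by a log2 of 3 and 86 of 100 changed by 2 among 1233 sequences, with 0 of 1033 unchanged ones called. For the genotype effect it recovered 100 and 97 among 1216 sequences, with 3 of 1016 called. The alternatives were other p thresholds (0.01 and 0.1), adjusted p-values, no fold criterion, Fisher's test alone, different sequences in place of names, minimum counts, scaling by clean reads, TMM factors over different sequences, a negative binomial exact test (edgeR, common dispersion 0.0454), pseudocounts of 1 and 10, and libraries left out. For DEMs, thinned reads, counts of 0 taken as 4 or 2 reads, comparisons without counts of 5 against 0 and a minimum count of 100, and for expression levels an average over unique names were added after seeing the data. Target predictions, GO and KEGG results, germination and seedling traits were not analysed here. R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.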

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

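Of the tests below, those on the recording minimum of 5 reads, for DEMs and for miRNAs found in 1 set only, were chosen only after the result was seen, as was the thinning of reads for DEMs. A total of 44 DEMs were up-regulated in DBA Aurora and down-regulated in L6 and 27 went the other way, where independent lists would share 29.4 and 12.0. Sharing in the same direction was also above that of independent lists (32 against 18.3 up, 23 against 19.4 down), and most DEMs within the genotypes (73.1% and 75.3%) had a count of 0 in 1 library, so these numbers do not single out opposite responses. Among names past both tests at any fold, opposite directions were shared by 82 and 67, where independent lists would share 62.3 and 36.2. The same direction was shared by 54 up and 53 down, against 45.7 and 49.4, so there the excess was larger for opposite directions. For gma-miR156a_L+1R+2 the log2 fold change of DBA Aurora minus that of L6 was -2.51, and for PC-3p-12688_136, with none recorded in TWH and 5 reads as its bound there, it was -4.09 or lower. With 1 library per seed group none of these differences was tested.

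DEMs were mostly up-regulated in DBA Aurora and mostly down-regulated in L6, with up-regulated shares that differ by 22.0 percentage points. With TMM factors over different sequences the shares differed by 13.7 percentage points (binomial SD 3.44), and by 10.5 for different sequences without TMM. TMM thus did not lower the difference among sequences. The spread was added after the value was seen, and the limit of 10 percentage points set beforehand lies within 2 SD of the value. The change from names to sequences also lowered the difference by itself, so a scaling set by a few abundant miRNAs stays open. Counting noise stays open, as it gave at most 9.73% of the observed DEMs in draws without the minimum of 5 reads but 53.8% in DBA Aurora and 58.5% in L6 in draws with it. Among miRNAs with a count of at least 10 the shares differed by -0.205 percentage points, so the pattern rests on rare miRNAs. Reads drawn without any difference between libraries but with the minimum of 5 reads gave shares that differ by 37.8 percentage points. These draws took counts of 0 as 2 reads and overshot the data. They gave 66.0% up-regulated in DBA Aurora (SD 2.68) and 28.3% in L6 (SD 2.78), where 60.3% and 38.3% were observed. The minimum together with unequal depth is thus a candidate explanation of the direction, while its size was not reproduced. Thinning to equal depth left 10.9 percentage points (SD 11.2 over 100 draws), which cannot decide on depth alone, and an opposite response of the same miRNAs in the 2 genotypes stays open, with r = -0.0821 across sequences and -0.109 with a pseudocount of 10, as does any biological difference between the seed groups.

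Many miRNAs were recorded in 1 seed source or 1 genotype only. For the seed sources, 200 were observed and 232 arose from the recording minimum alone, so that minimum could account for their number, although the simulation gave more CG miRNAs (158) than the 128 observed. For the genotypes, 282 were observed against 221, where DBA Aurora lies above the simulated range and L6 within it, so the minimum and a genotype difference cannot be told apart from these numbers, since the simulation takes counts of 0 as 2 reads. The abundant miRNAs of L6 alone, such as PC-5p-1206_1154, lie far above this minimum.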

How the results depend on the processing

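The alternatives that were chosen only after the results were seen are, for DEMs, thinned reads, counts of 0 taken as 4 or 2 reads, comparisons without counts of 5 against 0, and a minimum count of 100, and, for expression levels, the average over unique names. No paired analysis was possible because each seed group has 1 library and no replicate numbers are shared, and the models of all 4 libraries take the other factor as a term instead. Values are given in the order TWH vs TCG, SWH vs SCG, SCG vs TCG and SWH vs TWH unless named. The main numbers of DEMs were 443, 384, 628 and 594, and 40 of 72 alternatives stayed within 1.5 times of them. Without the fold criterion there were 706 and 589 in the first pair of comparisons, with p under 0.01 there were 257, 189, 394 and 338, and with adjusted p 259 and 159 in the same first pair. A count of at least 10 left 192, 145, 387 and 263, detection in both libraries 119, 95, 279 and 156, a pseudocount of 10 117, 67, 231 and 177, and the negative binomial test 389 in SWH vs TWH. With adjusted p that test called 16 up and 10 down, 3 and 12, 127 and 106, and 53 and 57. Counts of 0 taken as 4 reads gave 146, 120, 343 and 219, taken as 2 reads 223 and 161 within the genotypes and 279 in SWH vs TWH, and a minimum of 100 left 12, 8, 61 and 28. The up-regulated share, mainly 60.3%, 38.3%, 47.6% and 40.6%, crossed 50% in 19 of 72 alternatives. In TWH vs TCG it was 49.0% for different sequences with their own library totals, 45.3% with a count of at least 10, 46.2% in both libraries, 49.3% with clean reads, 42.7% with a pseudocount of 10, 47.9% with 0 as 4 reads and 25.0% with a minimum of 100 (3 of 12 names, 6 of the others being gma-MIR6300-p5 sequences with the same counts), and it moved to 51.7% with TMM over different sequences, a change of scaling and unit together, 52.9% with 0 as 2 reads, 55.4% without 5 against 0 and 51.9% after thinning. In SWH vs SCG it was 52.8% with adjusted p, 51.6% in both libraries and 55.0% with 0 as 4 reads, and moved to 45.0% with p under 0.01, 45.5% with a count of at least 10, 31.1% with clean reads, 46.0% with 0 as 2 reads and 50.0% with a minimum of 100. In SCG vs TCG it was 51.5% with p under 0.1, 55.3% with clean reads, 53.4% with TMM over different sequences, 53.2% with a pseudocount of 10, 60.3% in the negative binomial test, 51.2% without 5 against 0 and 50.4% after thinning, and moved to 43.0% in both libraries. In SWH vs TWH it was 50.7% with 0 as 4 reads and 53.6% with a minimum of 100, and moved to 47.6% with p under 0.01, 47.8% with adjusted p, 46.8% in both libraries and 47.7% with 0 as 2 reads. For a change common to both genotypes, 3 sequences were called without the filter and 3 by limma with scaling by clean reads, and 0 otherwise, leaving out each library included. The genotype effect, 1 sequence in the main test, had 10 in limma, 4 with a pseudocount of 10, 42 in DESeq2, 138 without the filter, 148 with clean reads, 23 without the other factor, and 33, 102, 39 and 22 when TCG, TWH, SCG or SWH was left out together with the other factor, a range of 22 to 102. With a count of at least 10, miRNAs found in DBA Aurora, L6, CG or WH alone were 38, 36, 26 and 18, and 91, 77, 56 and 30 were in both libraries of the set. With a mean count of at least 100 the correlation of the treatment responses was -0.0181 (rho -0.174, 41.6% of sequences with the same sign), it was -0.109 with a pseudocount of 10, and that of the genotype differences was 0.902, which was 0.586 in the main setting and 0.623 with a pseudocount of 10. Of 81 alternatives for lists, 70 left the value within its interval. Summed counts reversed the nutrition list in TWH vs TCG (-0.0113), monocot or cereal families in SWH vs SCG (0.32), Triticeae families in TWH vs TCG (0.10) and MIR169 in TWH vs TCG (-0.10). They moved phase change to -0.18 and -0.0670, Triticeae in SWH vs SCG to -0.12, and MIR169 to -0.23 in SWH vs SCG and 0.25 in SCG vs TCG, and mature names alone moved Triticeae to -0.0498 and -0.0836. The cause of these shifts was not tested. Depth limits all statements on miRNAs near 5 reads, and thinning does not re-apply that minimum.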

Differences from the paper's values

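At the paper's thresholds no value computed here differed from the paper's by more than 1.5 times. The paper's number of up-regulated DEMs in TWH vs TCG is 275, and 267 were found here, with 28 fewer entries analysed. The numbers of lowly expressed entries differ under a setting fixed before the data were examined, with 868 by the mean of the 4 libraries against the paper's 567, while the authors' deposited levels give 557.

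The paper places bread wheat behind soybean and rice in its conservation ranking. The order by distinct matched precursors is the same here, with 93 for bread wheat, but by the number of names that matched a precursor bread wheat came first with 760.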

Other observations

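The tests of a segment of chromosome 6B and of the reads of the DBA Aurora libraries were chosen only after the result was seen. In the miR398 family, which targets copper/zinc superoxide dismutase genes, 5 of 8 sequences were lower in the WH library, none was higher and 3 did not pass in each genotype. In L6 the median log2 fold change was -1.02 (percentile 0.00 of matched random lists, interval -1.87 to 0 over resampled members). For osa-miR398a the counts were 374, 207, 118 and 26.4 in TCG, TWH, SCG and SWH, and for osa-miR398a_L+1R-1 they were 412, 224, 102 and 47.9. In edgeR's model of both genotypes with a mean count of at least 10 neither was called, and the smallest adjusted p of all sequences was 0.997. With 1 residual degree of freedom this does not show that their levels were unchanged. In MIR319, which targets TCP transcription factor genes, 9 of 11 sequences rose and 1 fell in SWH vs SCG (median 0.32, percentile 99.7). In SWH vs TWH 8 rose and none fell (median 0.79, percentile 100.0). MIR169 had a median of 0.11 in TWH vs TCG, which turns to -0.10 when counts are summed, and of -0.38 in SWH vs SCG. Among the 37 families with sequences, 2 lay below and 3 above the central 95% of matched random lists in TWH vs TCG, and 3 and 4 in SWH vs SCG. In each comparison 1.85 would lie outside if family members varied independently. The random lists hold unrelated sequences, while members of a family can share precursors and counts, so 1.85 is not a chance level for families.

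Other sequences with large changes were osa-MIR160f-p5_2ss9GT19TA, which rose from 184 to 391 in L6 (log2 1.09), tae-MIR1121-p3_1ss6AG, which fell from 362 to 162 in L6 (log2 -1.16), and tae-MIR5200-p5, which rose from 1586 to 3132 in L6 (log2 0.98) and had 2910 and 2941 in DBA Aurora. Between the genotypes, ata-miR169i-5p_1ss15TC had 52.8 and 81.9 in TCG and TWH against 553 and 469 in SCG and SWH, and csi-miR166c-3p_R+1, of the family that targets HD-ZIP III genes, had 1062 and 623 against 370 and 426. The sequence gma-MIR6300-p5_1 shares its counts of 107, 41.6, 12.5 and 18.0 with 5 other sequences of the same name, so it is not independent of them.

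A set of 4 sequences, PC-5p-1206_1154, ata-MIR396d-p3, ata-miR169b-3p_R-1 and tae-miR6201, had at least 100 counts in both L6 libraries and at most an eighth of that in both DBA Aurora libraries, and none showed the reverse. The DBA Aurora libraries TCG and TWH held 994074 and 1096670 miRNA reads, and the L6 libraries SCG and SWH held 1293324 and 855716. The smaller DBA Aurora library held 116% of the miRNA reads of the smaller L6 library, while the larger L6 library exceeded both of DBA Aurora. No library came near an eighth of another in reads. As these totals fixed the outcome of the test in advance, it adds no separate support. Neither of the planned tests decides. A partner that differs at 1 base and is higher in DBA Aurora was found for 0% of the set. With 4 members, this outcome has a chance of 0.24 even where 30% of sequences have such a partner. The 100% that kept 10 reads after thinning follows from choosing members with at least 100 counts. Of the set, PC-5p-1206_1154 (686359405 to 686359488) and tae-miR6201 (687617291 to 687617436) lie 1.26 Mb apart on chromosome 6B. Of random sets of 4 names with a position, 0.42% held positions as close. The sequence PC-3p-19021_98 between them had 31 and 20 reads in TCG and TWH, but whether these reads come from that locus alone was not tested, so a segment missing from DBA Aurora is neither shown nor excluded, and the chromosome names were assigned from the order of the sequences of the assembly.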
